# Functional robustness of adult spermatogonial stem cells after induction of hyperactive *Hras*

**DOI:** 10.1371/journal.pgen.1008139

**Published:** 2019-05-03

**Authors:** Makiko Yamada, Winson Cai, Laura A. Martin, Thierry N’Tumba-Byn, Marco Seandel

## Abstract

Accumulating evidence indicates that paternal age correlates with disease risk in children. De novo gain-of-function mutations in the FGF-RAS-MAPK signaling pathway are known to cause a subset of genetic diseases associated with advanced paternal age, such as Apert syndrome, achondroplasia, Noonan syndrome, and Costello syndrome. It has been hypothesized that adult spermatogonial stem cells with pathogenic mutations are clonally expanded over time and propagate the mutations to offspring. However, no model system exists to interrogate mammalian germline stem cell competition in vivo. In this study, we created a lineage tracing system, which enabled undifferentiated spermatogonia with endogenous expression of *Hras*^*G12V*^, a known pathogenic gain-of-function mutation in RAS-MAPK signaling, to compete with their wild-type counterparts in the mouse testis. Over a year of fate analysis, neither *Hras*^*G12V*^-positive germ cells nor sperm exhibited a significant expansion compared to wild-type neighbors. Short-term stem cell capacity as measured by transplantation analysis was also comparable between wild-type and mutant groups. Furthermore, although constitutively active HRAS was detectable in the mutant cell lines, they did not exhibit a proliferative advantage or an enhanced response to agonist-evoked pERK signaling. These in vivo and in vitro results suggest that mouse spermatogonial stem cells are functionally resistant to a heterozygous *Hras*^*G12V*^ mutation in the endogenous locus and that mechanisms could exist to prevent such harmful mutations from being expanded and transmitted to the next generation.

## Author summary

Recent research has found that advanced paternal age is associated with increased risk in children to develop a subset of congenital anomalies, such as Apert syndrome, achondroplasia, Noonan syndrome, and Costello syndrome. The causative genetic errors (mutations) in these disorders have been identified to originate from the fathers’ testicles and their numbers increase with fathers’ age. It has been hypothesized that the germline stem cells that continuously self-renew and differentiate to supply sperm (referred as spermatogonial stem cells [SSCs]) carry these mutations and have the ability to expand preferentially as compared to normal SSCs with advancing age of the father, thereby increasing the likelihood of transmission of mutant sperm to the next generation. To test this hypothesis, we created a mouse model, in which a mutation known to enhance cell proliferation is induced in a subset of SSCs, and these cells compete with the neighboring normal (i.e., wild-type) stem cells. However, surprisingly, the germline cell population carrying the mutation in the testis was stable over a year of observation, suggesting that mechanisms could exist to prevent such harmful mutations from being expanded and transmitted to the next generation.

## Introduction

In order to propagate genetic information to the next generation with high fidelity, germline cells must maintain a low mutation rate. Nevertheless, maternal germline cells (human oocytes) are well known to transmit abnormal chromosomes to offspring, especially in advanced maternal age (reviewed in [1]). Surprisingly, recent high-throughput genome analyses have revealed that men contribute a much higher number of mutations, specifically de novo single nucleotide mutations, to their children than do women [2–4]. Most strikingly, the risk of certain genetic disorders increases with advancing age of the father at the time conception of the child, referred to as the paternal age effect (PAE). This phenomenon could be explained by the unique biology of paternal germline stem cells. The latter are termed spermatogonial stem cells (SSCs), and, once established in the post-natal period, continue to self-renew and differentiate to supply sperm in mammals throughout adult life. This continuous self-renewal and long-term survival of SSCs may underlie the increase in mutation burden with paternal age, due to a cumulative increase in copy errors or other DNA lesions, despite the fact that the baseline germline mutation rate is thought to be lower than that of somatic cells [5]. Although the natural history of mutations in the aging testis is poorly understood, pathogenic variants are occasionally transmitted to offspring, resulting in a wide range of disorders. Among these, de novo gain-of-function mutations in the growth factor receptor-RAS signaling pathway are classically known to cause so-called PAE disorders, such as Apert syndrome, achondroplasia, Noonan syndrome, and Costello syndrome (reviewed in [6]).

Direct quantification of such mutations in the sperm and testes of healthy men of different ages has revealed an age-dependent increase in the mutation burden, in a manner that exceeds what would be expected from cumulative copy errors [7–9]. Moreover, in human testes, Ras pathway-associated mutations have been reported to occur in a clustered manner, suggesting that SSCs with PAE mutations are positively selected and clonally expand in normal, otherwise healthy testes over time [10–12]. We previously showed that a gain-of-function mutation in FGFR2 that causes Apert syndrome is sufficient to confer a selective advantage to murine SSCs in vitro [13]. However, no model system has been developed to interrogate mammalian SSC competition in vivo. Furthermore, no cell biological or molecular mechanisms have been described to explain this phenomenon. Although clonal expansion of stem cells with oncogenic mutations has been observed in the mouse intestinal crypt model [14, 15], it is not clear whether the same holds true for SSCs in the adult mouse testis. To test this long-standing hypothesis for SSC competition, we sought to establish an inducible mosaic model in which a hyperactive form of *Hras* could be induced within the endogenous locus in a subset of SSCs so that their long-term fate could be followed.

The undifferentiated spermatogonia (A_undiff_) represent a population of cells in the mammalian testes that is defined by morphology and function. Along with somewhat more committed cells, the A_undiff_ pool contains long-term self-renewing SSCs. Morphologically, the A_undiff_ in rodents comprises A_s_ (single), A_pr_ (pair), and A_al_ (aligned) cells, which are remarkably interconvertible, with significant migratory capacity and cell fate plasticity when subject to stress [16, 17]. Those cells reside along the basement membrane in the seminiferous tubules and are heterogeneous with respect to expression of genetic markers. Hara et al. (2014) first employed a cre driver controlled by the endogenous promoter of *Gfra1*, one of the robustly expressed markers for A_undiff_ and demonstrated that the labeled population marked by *Gfra1-creER*^*T2*^ comprised the long-term stem cell fraction [16]. Therefore, in our current study, we chose the same *Gfra1* cre driver to create a novel germline mosaic model.

HRAS, a member of the RAS oncogene superfamily, is a monomeric GTPase and relays signals from receptor tyrosine kinases to the cell interior. It serves as a molecular switch for a MAP kinase signaling module in which HRAS is “on” when GTP is bound and “off” when GDP is bound (as reviewed in [18]). The *Hras*^*G12V*^ mutation encodes a hyperactive form of HRAS protein that is locked in a GTP-bound state and cannot hydrolyze its bound GTP to GDP [19, 20]. *Hras*^*G12V*^ is a rare mutation found in patients with Costello syndrome, whereas the *Hras*^*G12S*^ mutation comprises the majority of probands [21], and it has been demonstrated that the *Hras* mutation burden in sperm from healthy donors increases according to donors’ age [9]. In mice, heterozygous *Hras*^*G12V*^ mice phenocopy human Costello syndrome [22]. It was observed that overexpression of *Hras*^*G12V*^ using transgenes in cultured mouse SSCs caused tumor development [23]. However, the effect of one copy of hyperactive Hras expression on paternal SSCs in vivo, simulating the putative earliest events in the human gain-of-function mutation disorder, has never been addressed.

In order to understand how a hyperactive HRAS affects long-term paternal stem cell fate, we induced *Hras*^*G12V*^ at the endogenous locus in A_undiff_ in a mosaic manner. We found that *Gfra1-creER*^*T2*^ successfully drives mosaic *Hras*^*G12V*^ activation in the adult germline in vivo. This model system allowed us to track mutated cell fate for prolonged chase periods in a quantitative manner. Surprisingly, the mutated SSC fraction persisted stably without significant expansion, suggesting that robust mechanisms exist to protect the SSC pool from harmful expansion of mutated cells and prevent transmission of deleterious alleles.

## Results

### Mosaic induction of endogenous *Hras*^*G12V*^ alleles in the undifferentiated spermatogonial pool

Whereas cultured SSCs are reported to express *Hras* [23], the abundance of *Hras* transcripts in the A_undiff_ spermatogonia *in vivo* has not been reported. Therefore, we evaluated *Hras* expression *in vivo* in A_undiff_, as a surrogate for SSCs. To isolate the A_undiff_ population by flow sorting, we stained dissociated testicular cells with an anti-MCAM antibody (Fig 1A and 1B). Although MCAM-based sorting has been previously shown to enrich the A_undiff_ population, MCAM is also expressed in somatic cells [24, 25]. To avoid somatic cell contamination in FACS experiments, we first obtained tdTomato-labeled germ line cells using *Gfra1-creER*^*T2*^; *tdTom*^*fl/-*^ mice, in which tamoxifen induces tdTomato efficiently in the A_undiff_ and their progeny but not in testicular somatic cells (Fig 1G, iWT). Three months after tamoxifen induction, tdTomato+ cells that had high, medium, low, or absent (negative) expression of MCAM were isolated by FACS and analyzed for *Hras* by RT-PCR (Fig 1A and 1B). *Hras* transcripts were found throughout the different germ cell populations tested (Fig 1C).

**Fig 1:**
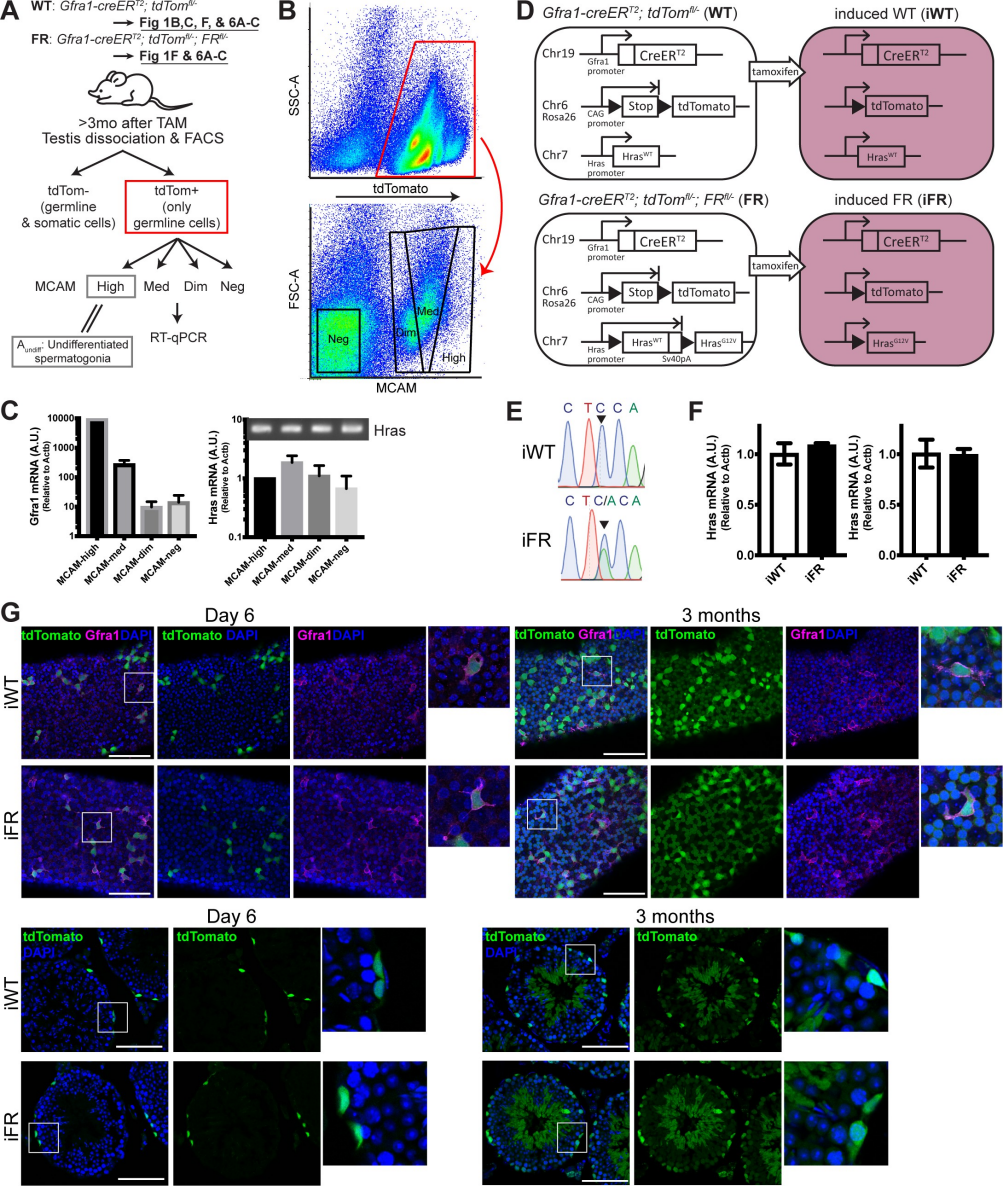
Establishment of an inducible mosaic model. A. Schematic showing workflow for collection of the A_undiff_ population from dissociated testicular cells of genetically engineered mice with induced germ cell-restricted tdTomato expression with or without the *Hras*^*G12V*^ allele. After 3–4 months of tamoxifen administration to *Gfra1-creER*^*T2*^; *tdTom*^*fl/-*^ (WT) mice, testes were dissociated, and the tdTomato+ cells were sorted based on MCAM expression levels (high, medium, dim, and negative). B. Flow cytometry analysis of dissociated testicular cells from induced WT mice. After exclusion of doublet and dead (DAPI+) cells, tdTomato+ gated cells (top) were sorted to obtain MCAM high, medium, dim, and negative populations (bottom). C. *Gfra1* and *Hras* transcripts in different germ line populations of the wild-type testis. Using tamoxifen-induced *Gfra1-creER*^*T2*^; *tdTom*^*fl/-*^ animals (n = 3), the tdTomato+ population which contains only germline cells) was sorted into MCAM-high, medium, dim, and negative populations. The MCAM-high population yielded elevated *Gfra1* mRNA (left graph), indicating that this population is enriched for undifferentiated spermatogonia (A_undiff_). The level of *Hras* transcript (relative to *Actb*) was similar among these four different germline populations. Inset: the final qPCR products were run on agarose gel and shown on the top. D. Strategy to induce *Hras*^G12V^ exclusively in undifferentiated spermatogonia. After tamoxifen administration, the wild-type *Hras* allele is excised as it is flanked by two loxP sites (black triangle). Both the wild-type *Hras* allele (before recombination) and the recombined *Hras*^*G12V*^ alleles are under the regulatory control of the endogenous *Hras* promoter. After tamoxifen administration, we designated the animals as induced WT (iWT) or induced FR (iFR). E. Sanger sequence trace of reverse-transcribed PCR product from tdTomato+ germ line cells in testis of iWT and iFR three months after a four-day tamoxifen regimen. Note that the mutant A peak is smaller than the C peak, indicating that not all the tdTomato+ cells were positive for *Hras*^*G12V*^. F. Similar *Hras* mRNA levels in A_undiff_ from iWT and iFR (n = two littermates; right and left). RT-qPCR primers were designed to recognize a common region for iWT & iFR. Animals were treated with two courses of tamoxifen (one course = 4 consecutive days) over two weeks. G. Reporter expression in the undifferentiated spermatogonia after one course of tamoxifen. Top panels are whole-mount immunofluorescence using anti-GFRA1 (pseudocolored magenta). On day 6 (day 0 = first day of tamoxifen administration), tdTomato (pseudocolored green) efficiently labeled undifferentiated spermatogonia positive for GFRA1 (magenta) both in iWT and iFR (representative images from n = 2 animals for each group). A representative A _single_ cell positive for GFRA1 is magnified from the white box. After 3 months, whole segments were occupied by tdTomato+ germline cells. Bottom panels are cross-sectioned tubules showing that tdTomato+ A_undiff_ differentiate and produce spermatids both in iWT and iFR. Scale bars: 100 μm.

To induce the *Hras*^*G12V*^ mutation exclusively in A_undiff_, we employed the *Gfra1-creER*^*T2*^ mouse line. A “flox-and-replace” (FR) model generated by Chen et al. (2006) was utilized to produce monoallelic *Hras*^*G12V*^ (Fig 1D) [22]. In this mouse line, the endogenous *Hras* locus consists of 2 tandemly-arrayed *Hras* genes, the upstream of which is a WT allele flanked by *loxP* sites, such that the downstream *Hras*^*G12V*^ allele is silent until removal of the upstream 2.5 kb WT gene by recombination. By breeding, we generated *Gfra1-creER*^*T2*^; *tdTom*^*fl/-*^; *FR-Hras*^*G12Vfl/-*^ mice. Tamoxifen-inducible Cre-mediated recombination of the *Hras* locus resulted in conversion from wild-type *Hras* to *Hras*^*G12V*^ and activation of tdTomato expression at the *Rosa26* locus. (Fig 1D & 1G). To verify the presence of the mutation in the testes, cDNA was obtained from FACS-sorted tdTomato-positive testicular cells, which consisted of pure germline cells (since the *Gfra1* promoter is not active in testicular somatic cells) and was amplified for sequencing. Sanger sequencing confirmed that the expected nucleotide substitution (C>A) was present (Fig 1E). From the chromatogram, not all the tdTomato-positive cells exhibited *Hras*^*G12V*^ three months after tamoxifen induction, indicating that wild-type and *Hras*^G12V^-positive germline cells coexisted in a mosaic manner in the labeled germline cell population. Importantly, *Hras* mRNA levels of A_undiff_ in vivo (i.e., tdTomato+/MCAM-high population in Fig 1A) measured by qPCR were similar between induced WT and FR mice, validating that a physiological level of *Hras* expression (WT + *G12V*) was achieved in the induced FR (iFR) model by utilizing the endogenous locus (Fig 1F).

To measure the fractional abundance of *Hras*^G12V^-positive cells in germline cells, two independent methods were developed (Fig 2A–2F). First, Sanger sequencing-derived plots of amplified cDNA from RNA were employed to quantify the mutated nucleotide (cytosine→adenine) from sequencing traces and create a model equation (S1 Fig). The validity of the model was confirmed by amplifying cDNA samples of RNA of known standard concentrations from WT (*Hras*^WT/WT^ or *Hras*^FR/WT^) and Costello syndrome (*Hras*^*G12V/WT*^) mice at varying ratios (0–100% Costello mRNA) (Fig 2A–2C). The relationship between the *Hras*^G12V^-positive cell fraction (*x*%) and the ratio of adenine/cytosine (A/C) peak heights (*y*) fitted the model curve (*y = 1*.371*x / [200-x]). In the second approach, sperm genomic DNA (gDNA) analysis was used to quantify the *Hras*^G12V^-positive cell fraction. GDNA qPCR primers were designed to detect an *SV40* poly-A (PA) region exclusive to the *FR-Hras*^*G12Vfl*^ locus but which is lost after recombination (Fig 2D–2F). By performing qPCR with mixed gDNA comprising heterozygotic *FR-Hras*^*G12V*^ (i.e., without recombination) and wild-type sperm at different known ratios, we confirmed a linear relationship between the *FR-Hras*^*G12Vfl*^ recombined fraction (*x*%) and the *SV40* PA allelic fraction obtained by qPCR (*y*%; Fig 2E). Since the loss of *SV40* PA or *FR* means a gain of *Hras*^*G12*V^, *y = 100-z* was obtained, where *z* is the *Hras*^G12V^-positive cell fraction (Fig 2F). Using these two methods, *Hras*^G12V^-positive cell fractions of tamoxifen-induced animals were measured. The calculated fractions from sperm gDNA qPCR correlated well with that from the Sanger sequencing (Fig 2G). Furthermore, we observed a tamoxifen dose-dependent increase in the *Hras*^G12V^-positive fraction in sperm gDNA (Fig 2H). These results indicate not only that *Hras*^G12V^ was successfully induced in A_undiff_ by tamoxifen but also that *Hras*^G12V^ A_undiff_ can undergo differentiation and produce sperm.

**Fig 2:**
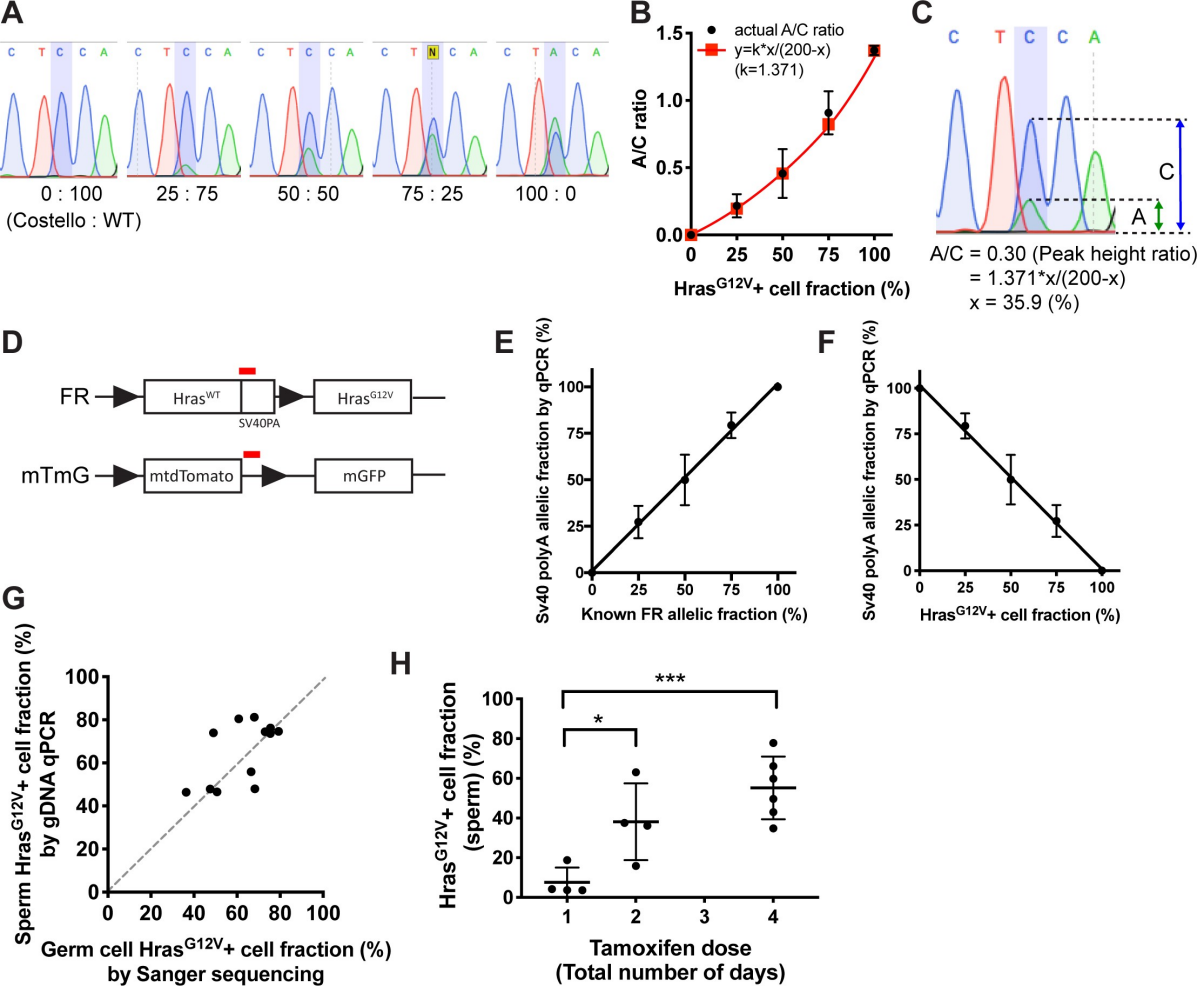
Quantification of *Hras*^*G12V*^ fractional abundance. A. Five representative chromatograms from Sanger sequencing. Costello and WT offspring RNA were mixed at varying ratios (0–100%), reverse-transcribed into cDNA, amplified by PCR, and sequenced. N≥3 mouse pairs were used for each concentration. B. Generation of a model curve for quantification of variant nucleotide. To quantify the mutated nucleotide (cytosine→adenine) from Sanger sequencing traces, a model curve (See S1 Fig) was proposed as y = k*x/(200-x) in which *x* is *Hras*G12+ cell fraction, *y* is A/C ratio, and *k* is a constant for PCR efficiency difference between WT and *Hras*^*G12V*^ templates. By using the actual A/C ratios obtained by Fig 1A, we confirmed *k* = 1.371. C. An example of calculation for the *Hras*^G12V^+ cell fraction: *x*%. Peak heights of A and C were measured by image analysis (ImageJ) and A/C = 0.30 was obtained. Using the equation: *y = 1*.371*x/(200-x), *x* = 35.9 (%) was obtained. D. Quantification of *Hras*^G12V^+ cell fraction using gDNA. gDNA qPCR primers were designed to amplify the red regions of SV40 polyA and the end of *mtdTomato* alleles respectively. Tamoxifen-inducible Cre-mediated recombination results in deletion of these regions. E. By running qPCR with mixed sperm gDNA of FR heterozygote (without recombination) and wild-type sperm at varying ratios (x-axis: 0, 25, 50, 75, 100%: n = 3 samples per each), we confirmed the linear relationship between the known FR allele+ cell fraction (*x*%) and SV40 polyA allelic fraction (*y*%) obtained by qPCR (*y = x*). F. Loss of SV40 PA implies a gain of *Hras*^*G12V*^, indicating that the SV40 PA allelic fraction (y%) is in inverse proportion to the *Hras*^*G12V*^-positive cell fraction (*z*), (*y = 100-z*). G. Scatter plot showing the correlation between the germ cell *Hras*^G12V^-positive cell fraction by Sanger sequencing and the sperm *Hras*^G12V^-positive cell fraction by gDNA qPCR. Each dot represents one animal (n = 12). A significant correlation was observed (R^2^ = 0.349, P [two-tailed] = 0.0437). H. Tamoxifen dose-dependent increase in *Hras*^G12V^-positive cell fraction. After 3 months from tamoxifen administration, sperm from the cauda epididymis was sampled, and the *Hras*^G12V^-positive cell fraction was calculated by gDNA qPCR. Tamoxifen (100mg/kg) was administered either one, two, or 4 days, consecutively (n≥4 mice per dose). The *Hras*^G12V^-positive cell fraction increases as the dose (number of days) increases. T-test was performed to compare the two doses (*P<0.05, ***P<0.001).

Previously, Chen et al. (2009) used their murine *FR-Hras*^*G12V*^ allele to model human Costello syndrome offspring [22] (Fig 3A left). In that study, *FR-Hras*^*G12V*^ mice were crossed with *Caggs-Cre* (*CC*) mice to obtain *Hras*^*G12V*^ heterozygotes, which phenotypically recapitulated Costello syndrome (driven by *Hras*^*G12S*^). In the prior model, *Hras*^G12V^ induction takes place after fertilization, rather than in the parental germ cells. On the other hand, our inducible system enabled us to test whether mosaic *Hras*^G12V^-positive A_undiff_ (in a context of neighboring wild-type germ cells and somatic cells) can differentiate into normal sperm and give rise to F1 offspring with Costello syndrome (Fig 3A right). Tamoxifen-induced *Gfra1-creER*^*T2*^; *tdTom*^*fl/-*^; *FR*^*fl/-*^ males (n = 3) were crossed with C57Bl/6J females and their pups were sacrificed at post-natal day 0 and genotyped using RNA. Genotyping revealed that Costello offspring were indeed born (left two pups in Fig 3B). This result demonstrates that *Hras*^G12V^-positive A_undiff_ are able to self-renew, undergo differentiation, and give rise to offspring.

**Fig 3:**
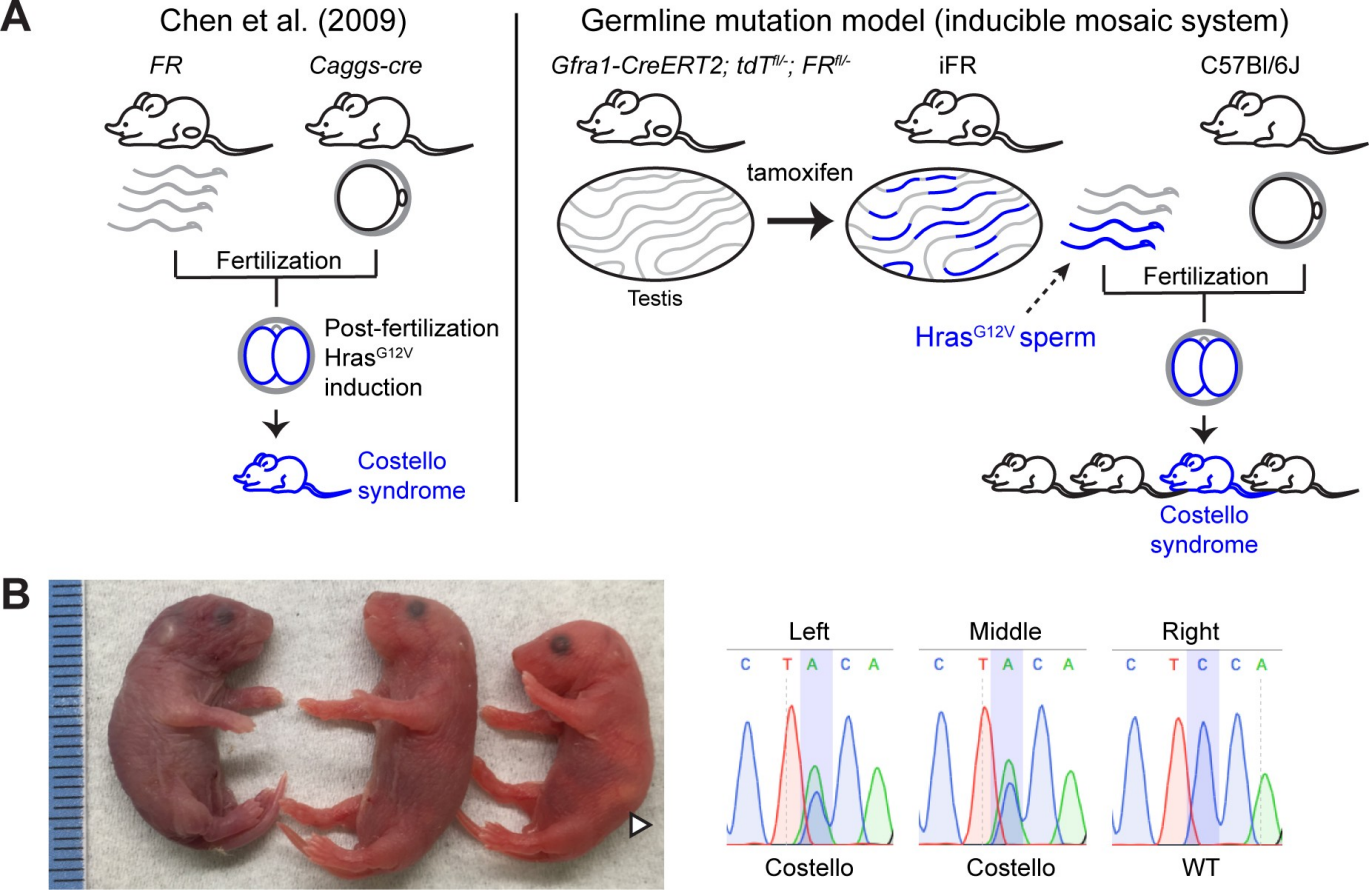
Generation of offspring with Costello syndrome. A. Germline mutation models. The previous model (left) generated by Chen et al. (2009) induces *Hras*^*G12V*^ after fertilization. The mosaic germline mutation model (right) induces mutations in a fraction of the undifferentiated spermatogonia and enables functional studies of mutant cells among wild-type neighbors and the propagation of the mutation induced in the stem cells to subsequent generations. B. Postnatal day 0 pups born from iFR (male) x C57 (female). Genotyping using RNA revealed that the left two were Costello (*Hras*^*G12V*^) offspring and the right was wild-type, whose corresponding Sanger sequencing results are shown on the right. The left pup was found dead. The middle one was cyanotic and did not have a milk spot, whereas the right wild-type was pink and showing a milk spot (white arrow head).

### Stability of the *Hras*^*G12V*^ mutation burden over time

*Hras*^*G12V*^ has been detected in human sperm of healthy donors and is allelic to *Hras*^*G12S*^, the most common mutation in Costello syndrome, which increases with sperm donor age [9]. Given that gain-of-function mutations in the RAS pathway mediate positive selection of human SSCs [26, 27] and that overexpression of an *Hras*^*G12V*^ cDNA is tumorigenic [23], we hypothesized that an increasing burden of *Hras*^*G12V*^ would be detectable over time following induction in the adult testis. To test this hypothesis, our inducible mutation model enabled us to follow the fate of *Hras*^G12V^-positive A_undiff_ over time. The proportion of *Hras*^G12V^-positive cells in the labeled germline population was assessed at different time points after tamoxifen administration (Fig 4A). Sanger sequencing showed that the *Hras*^*G12V*^ allele fraction did not increase from 3 to 14 months (Fig 4B, left). Notably, despite the long chase period, no germ cell tumors were detected in these animals, and the testes were normal at the gross histological level (see Fig 1G).

**Fig 4:**
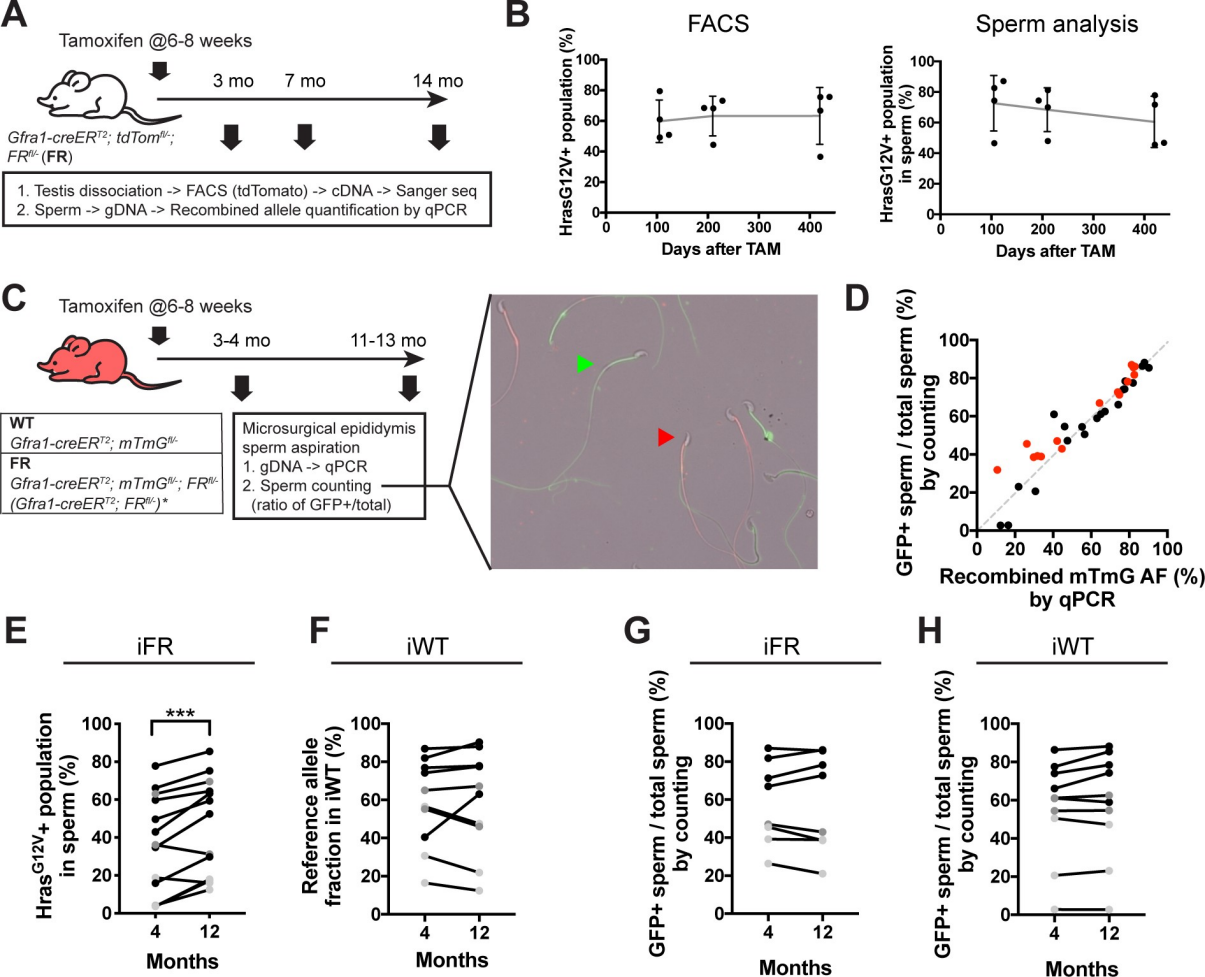
Temporal change in the *Hras*^G12V^-positive cell fraction. A. Experimental strategy for lineage tracing. At 6–8 weeks of age, FR mice (n = 4 mice at each timepoint) were treated with tamoxifen (100 mg/kg) for 4 days and sacrificed to obtain tdTomato+ germline cells by FACS and sperm analysis at 3, 7, and 14 months after tamoxifen. The two independent methods, Sanger sequencing and gDNA qPCR (described in Fig 2A–2G), were employed to calculate the *Hras*^G12V^-positive cell fraction. B. (left) Proportion of *Hras*^G12V^-positive cells in the labeled (tdTomato+) germline population over time (obtained by FACS). B. (right) *Hras*^G12V^-positive sperm proportion. C. Experimental strategy for serial sperm collection and a representative image of collected sperm (right). Microsurgical epididymis sperm aspiration was repeated twice in the same individuals at 3–4 months and 11–13 months. At each time point, gDNA qPCR was performed to measure the *Hras*^*G12V*^+ cell fraction and the reference allelic fraction. For qPCR of *SV40 PA*, *Gfra1-creER*^*T2*^; *FR*^*fl/-*^ mice were also used (*). Additionally, GFP+ and tdTomato+ spermatids were counted to calculate the ratio of GFP+ sperm to total sperm (GFP+ plus tdTom+). The green and red arrowheads indicate representative GFP+ and tdTomato+ spermatids, respectively. D. Scatter plot showing the correlation between the cell fraction of the recombined *mTmG* and GFP+ sperm ratio. One dot corresponds to one sample. A strong correlation was found for the qPCR-measured AF of recombined *mTmG* and the ratio of manually counted GFP+ sperm to total sperm (r^2^ = 0.9008, p<0.0001). Black = WT. Red = MUT. E. Fraction of *Hras*^G12V^-positive population in sperm at 4 and 12 months after tamoxifen (paired t-test, ***p<0.001, n = 13 pairs). Sperm was collected twice within the same animals, and the gDNA was extracted for qPCR. Black dots represent animals treated with tamoxifen for 4 days; gray dots for 2 days; and light gray dots for 1 day (same for F, G, and H). F. Fraction of *mTmG*-recombined allele in iWT. No change was observed in the fraction over time (paired t-test, P = 0.82, n = 10 pairs). G. Fraction of GFP+ sperm out of total sperm from iFR. No change was observed from 4 to 12 months (paired t-test, P = 0.94, n = 8 pairs). H. Fraction of GFP+ sperm out of total sperm from iWT. No change was observed from 4 to 12 months (paired t-test, P = 0.12, n = 10 pairs).

Sperm mutation analysis serves as a more physiologically relevant readout, since human studies on mutation burden utilized sperm samples from different age individuals [7, 9]. Thus, to mirror the human studies, we collected sperm from different time points following tamoxifen induction. Using qPCR, we quantified the *Hras*^G12V^-positive cell fractions in gDNA of sperm obtained from the cauda epididymis at these time points. Similar to the *Hras*^G12V^-positive cell frequency among tdTomato-labeled germ cells, the *Hras*^G12V^-positive sperm proportion also did not show an increase over the 11-month chase period (Fig 4B, right).

Sperm studies have demonstrated large inter-individual variance in the mutation burden in the same age cohort [7, 9]. Therefore, such static observations require a large sample size, which is not always readily achieved. Furthermore, the time at which mutations first appear in the human testis is unknown, nor is the mutational load at relevant loci at the time of early adulthood. An ideal study would examine sperm serially from same individuals, in order to capture a temporal change in the proportion of the variant cell population using a relatively small cohort. If selection for the *Hras*^*G12V*^ genotype were to occur, one would predict an increase in the same individual over time. Thus, we established a method for in vivo serial sperm sampling. We performed microsurgical epididymal sperm aspiration [28], in which sperm was withdrawn twice from a live single male from the ipsilateral testis (Fig 4C & S2 Fig). For this study, we employed the *mTmG* reporter mouse line, in which membrane tdTomato expression converts to membrane GFP (mGFP) upon cre-induced recombination [29]. We generated *Gfra1-creER*^*T2*^; *mTmG*^*fl/-*^; *FR-Hras*^*G12Vfl/-*^ males and induced *Hras*^G12V^ and mGFP in A_undiff_ (Fig 4C). Sperm from wild-type siblings (i.e., *Gfra1-creER*^*T2*^; *mTmG*^*fl/-*^) served as controls. In the control model, the recombined *mTmG* fraction obtained by measuring the loss of the *tdTomato* allele (as a reference) by qPCR should not change over time unless there is competition between tdTomato+ and GFP+ A_undiff_. Both the *Hras*^*G12V*^ and reference allelic fractions were measured by qPCR as above (see Fig 2D). From 4 months to 12 months, a minimal increase (~9% on average) in the *Hras*^G12V^-positive cell fraction was observed (Fig 4E). Of note, the reference alleles in the wild type did not show any increase over the same time period, suggesting that tdTomato+ and GFP+ germ cells are mutually neutral with respect to fitness (Fig 4F).

To confirm whether the *Hras*^*G12V*^-positive cell fraction increases, we used a different method to assess the ratios of sperm bearing mGFP vs. tdTomato, resulting from *Gfra1*-expressing progenitors, in which the reporter transgene either remained intact or, alternatively, underwent recombination. The mGFP+ and tdTomato+ sperm were counted at two time points, at 4 months and 12 months, and the ratio of mGFP-positive to total sperm (mGFP-positive plus tdTomato-positive) was calculated. There was a strong positive correlation between values obtained by sperm counting vs. qPCR with the r^2^ = 0.90 (p<0.0001), validating that the sperm counting method itself was as accurate as the qPCR (Fig 4D). Thus, if the *Hras*^*G12V*^-positive sperm increase over time, we should observe an increase in the GFP+ sperm population. However, no change in the fraction of mGFP+ sperm in the mutant was detected (Fig 4G). Finally, we analyzed successive litters from tamoxifen-induced *Gfra1-creER*^*T2*^; *tdTom*^*fl/-*^; *FR-Hras*^*G12Vfl/-*^ sires; no increase was observed in the proportion of *Hras*^*G12V/WT*^ offspring obtained at the early phase of the study interval compared to the late phase (S1 Table). Taken together, these data suggest that the population structure is relatively stable and do not support a substantial change in the ratios of controls and mutant cells within the mosaic pool.

### Comparable stem cell activity between wild-type and *Hras*^*G12V*^-positive undifferentiated spermatogonia

To test stem cell capacity of A_undiff_ containing the *Hras*^*G12V*^ mutation, competitive SSC transplant assays developed by Kanatsu-Shinohara et al. (2010) were carried out [30]. In general, transplantation assays serve to measure cell autonomous capacity for self-renewal, survival, and differentiation. By mixing neutral, unlabeled competitor cells with either labeled experimental or labeled control donor cells, respectively, this method is designed to force the donor cells in question to compete against unlabeled competitors and allow direct functional comparisons between the two different donor types. Following two courses of tamoxifen treatment in vivo, the FR locus recombined at high efficiency, concurrent with the *Rosa26-LoxStopLox tdTomato* locus, indicating that most of the A_undiff_ were positive for *Hras*^G12V^ and tdTomato (see next paragraph below). From the previous result above (see Fig 4B), this recombination ratio did not change over an extended period, suggesting that the number of initially induced *Hras*^*G12V*^-positive A_undiff_ remained stable by balancing self-renewal and differentiation for the rest of the time course. Therefore, the timing of testicular cell collection after tamoxifen (i.e., length of chase) should not affect the size of A_undiff_ population. Based on these findings, we chose to perform the transplantation assay 2 weeks after the start of tamoxifen administration. Dissociated testicular cells from these tamoxifen-administered WT (iWT) and FR (iFR) were mixed with non-labeled wild-type competitor testicular cells from *Gfra1-creER*^*T2*^ mice at a ratio of 1:1 and microinjected into busulfan-treated recipient testes (Fig 5A). After 10 weeks, tdTomato-positive colonies were counted (Fig 5B). Colony numbers were comparable between iWT and iFR, suggesting that the short-term cell-intrinsic capacity of stem cells of *Hras*^G12V^-positive A_undiff_ is not greater than that of wild-type cells (Fig 5C).

**Fig 5:**
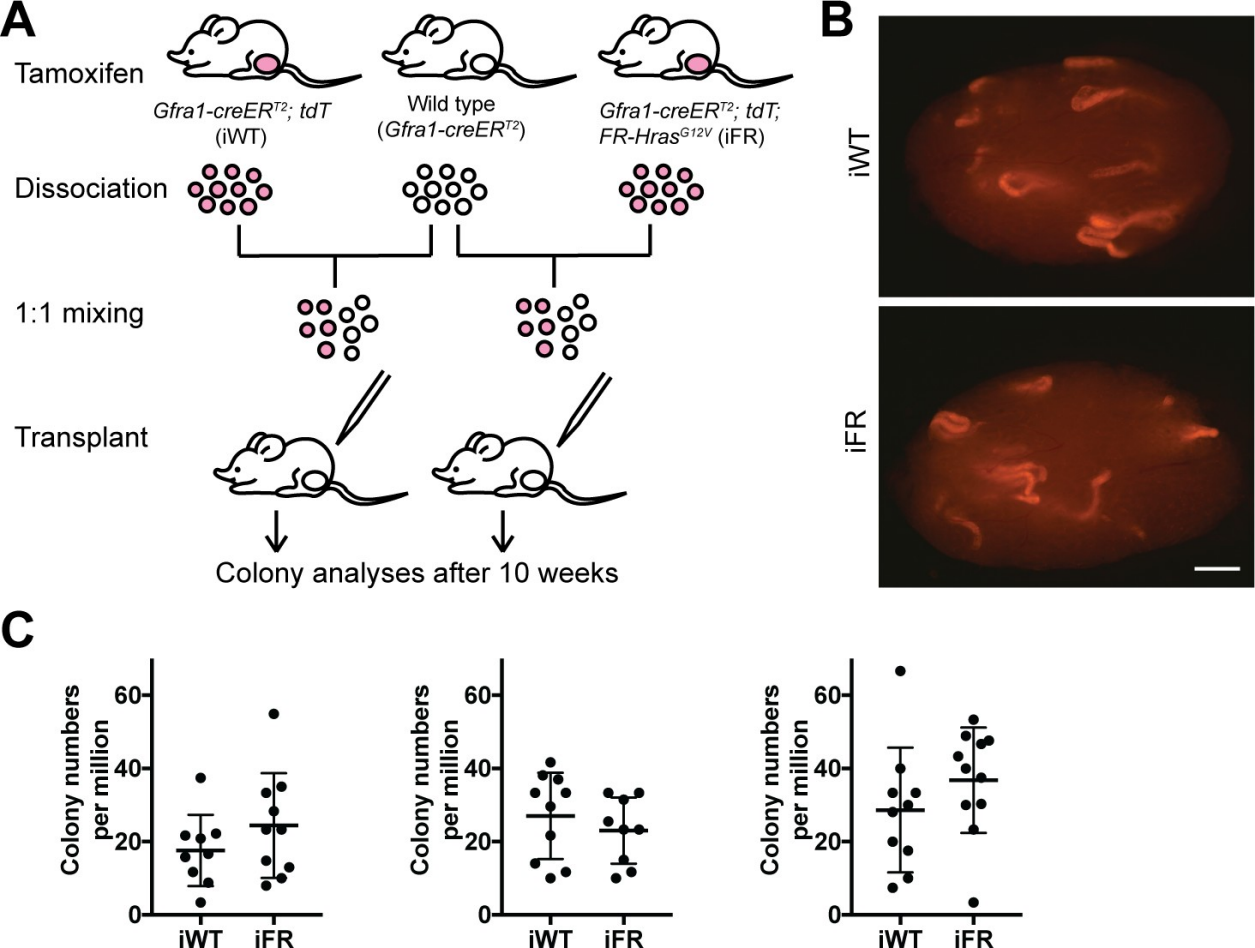
Comparable stem cell capacity in wild-type and *Hras*^G12V^-positive undifferentiated spermatogonia revealed by competitive transplant assay. A. Experimental strategy for competitive transplantation. WT and FR littermates received two 4-day courses of tamoxifen. Two weeks after treatment, testicular cell suspensions from individual iWT, iFR, and non-labeled WT mice were prepared, mixed, and transplanted into sterile recipients. Colony numbers were counted after 10 weeks. B. Representative whole mount stereomicrographs from iWT and iFR transplants after 10 weeks. Scale bar: 1 mm. C. Colony numbers from three independent competitive transplant assays. Colony numbers were similar between iWT and iFR. Each assay used one pair of littermates. T-test (two-tailed, equal variance) was done to compare iWT and iFR (For each experiment, P = 0.25, 0.42, and 0.25, respectively).

### Molecular signatures of *Hras*^*G12V*^-positive undifferentiated spermatogonia

Activating mutations in oncogenes such as RAS family members are thought to produce relatively robust changes in cell phenotype and gene expression, particularly in tumor cells [31, 32]. 

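The RNA-seq data came from 6 mice, 3 WT and 3 carrying the inducible *Hras* G12V allele (MUT), each sorted as a separate sample 3 months after 2 courses of tamoxifen of 4 days each. In these mice tamoxifen activates a Cre recombinase under the *Gfra1* promoter, which switches on the red fluorescent protein tdTomato in the germ line and, in the mutants, replaces 1 wild-type *Hras* allele by the mutated one. MCAM is a surface protein, and the cells brightest for it are enriched for undifferentiated spermatogonia (A_undiff_). The authors made stranded libraries from mRNA, sequenced both ends of each fragment, and deposited the number of fragments counted on each of 53657 gene names with featureCounts version 1.6.2, without normalization. The counting used the exons of the GENCODE annotation with an entry for tdTomato, disregarded the strand, and left out fragments that aligned to several places or overlapped several genes. Genes with near-identical copies, and genes that overlap on opposite strands, are therefore undercounted. The paper's text does not name the aligner.

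The fragments counted on genes numbered 23206034, 23550433 and 22729292 in WT replicates 1, 2 and 3 (median 23206034) and 23436436, 23298997 and 23279066 in MUT replicates 1, 2 and 3 (median 23298997). At these depths 3 counts correspond to between 0.127 and 0.132 CPM (counts scaled by library size), a floor below which counting error leaves a level indistinguishable from 0. The 10 genes with the most counts took between 3.24% and 3.36% of each library. No pair of replicates looked like a single library counted again, since the chi-square per degree of freedom between counts of replicates of the same group was between 4.62 and 27.9.

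*Hras* itself, on the minus strand of chromosome 7 from 141189105 to 141194005 in GRCm38, had 1300, 1407 and 1542 counts in WT replicates 1 to 3 and 1600, 1594 and 1426 counts in MUT replicates 1 to 3. After TMM normalization its level was 60.7 ± 4.21 CPM (SD, n = 3) in WT and 66.7 ± 4.97 CPM (SD, n = 3) in MUT, and the groups overlapped (exact two-sided permutation test, p = 0.2). The log2 fold change was 0.14 (standard error 0.083, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts of the whole gene do not separate the 2 alleles, so they do not by themselves distinguish MUT from WT libraries.

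WT and MUT were compared with edgeR's quasi-likelihood test on the 19656 genes that passed its expression filter, at the FDR of 0.1 that the paper used with DESeq2, and DESeq2 was run as an alternative. With 3 samples against 3 the smallest two-sided p an exact permutation test can give is 0.1. The samples carry numbers 1 to 3 in both groups, so the comparison was also fitted with that number as a block. The deviations of samples from their group means, taken across the 10609 genes above 10 CPM, had correlations of 0.31, 0.16 and 0.40 in the pairs numbered 1, 2 and 3 (mean 0.29), and WT replicate 2 with MUT replicate 1 had 0.33. The mean of -0.13 over the 6 pairs with different numbers is no separate observation, because deviations sum to 0 within a group. Among the 6 ways to match WT with MUT samples the same-number matching had the highest mean, with the next at 0.27 (exact test over the 6 matchings, p = 0.167, the smallest that 6 matchings allow), so this check cannot by itself settle whether the samples are paired. These correlations are across genes, which are not independent replicates.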

To understand the molecular features of *Hras*^G12V^+ A_undiff_ in vivo, we isolated tdTomato+ and MCAM bright A_undiff_ (Fig 1A) from WT and FR mice treated with high-dose tamoxifen (i.e., two courses) for RNA-Seq three months after induction. In order to confirm that the *Hras*^G12V^-positive A_undiff_ fraction was sufficiently high in the mutant (MUT) group, a variant calling analysis was performed at position chr7:141192906, where the *Hras*^*G12V*^ (c.35G>T) mutation substitutes an adenine for a cytosine. This revealed that the mutation fraction was 46–49% in the MUT group, indicating that >92% of the isolated A_undiff_ had undergone recombination and were positive for *Hras*^*G12V*^ (Fig 6A). 

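The position lies in exon 2 of the 6 exons of the *Hras* transcript Hras-201, which spans 141192830 to 141192981 of chromosome 7 (GRCm38) and is coding up to 141192940, where the start codon begins. The gene is read from the minus strand, so the site is base 35 of the coding sequence and falls in codon 12, which is GGA, out of 190 codons with the stop codon. On the coding strand the mutation is G35T, counted from 1 at the first base of the start codon, and it turns the codon into GTA. The reference coding strand from 141192926 down to 141192886, 20 bases to either side of the site, reads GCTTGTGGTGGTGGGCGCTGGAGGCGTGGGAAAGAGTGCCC, all of it coding sequence of exon 2. Because the deposited values are counts per gene, the share of reads with each base at the site is not analysed here. Every sample had at least 1300 counts on *Hras* as a whole, of which only the fragments that cover the site can tell the alleles apart.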

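At an FDR of 0.1, edgeR's quasi-likelihood test called 2 of 19656 genes, both lower in MUT and none higher. They were the immunoglobulin variable genes *Igkv4-91* (adjusted p = 0.00705 with Benjamini-Hochberg adjustment) and *Ighv3-6* (adjusted p = 0.0523 from the same test). An unadjusted p under 0.05 was reached by 547 genes, where 983 would be reached if the p-values were uniform. DESeq2, the paper's tool, called 9 genes on the same counts, 1 higher and 8 lower in MUT, and 438 genes had an unadjusted p under 0.05 there. The 9 genes were the 8 of S2 Table and *Igkv1-135*, another immunoglobulin variable gene (log2 fold change -6.96, adjusted p = 0.0161 from DESeq2). With the replicate number as a block the count was 13 in edgeR, 1 higher and 12 lower. It moved most in DESeq2, to 55 genes, 3 higher and 52 lower. The 52 included 3 of 6 genes of a spermatid list and 3 of 14 of a plasma cell list. A call there need not be a change within A_undiff. In that fit the filter of DESeq2 for outlying counts (Cook's distance) left out no gene. With this filter off, DESeq2 without the block called 17. Across the 6 edgeR fits that each left out 1 mouse, between 0 and 6 genes were called. In the fit with 0 genes, 292 genes had an unadjusted p under 0.05. Without MUT replicate 3, however, 1736 genes did, where 1004 would if the p-values were uniform. With the replicate block in edgeR 1297 genes did, against 983.

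Counts were simulated with the means, dispersions and depths of these samples, with 200 genes changed and each gene drawn independently. Of the changed genes that passed the filter, edgeR called 60 of 191 at a 1.5-fold change, 126 of 194 at a 2-fold change and 190 of 193 at a 4-fold change. With few changed genes the adjustment is stricter, so these shares overstate what 3 mice per group could then reveal. In the real counts *Pax7*, at a log2 fold change of 0.95, had an unadjusted p of 0.000232 and an adjusted p of 0.897 from edgeR.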

Differential gene expression analysis detected only minimal differences between the two groups, suggesting that A_undiff_ from WT and MUT are highly similar at the transcriptional level (S2 Table). 

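*Pax7* encodes a paired box transcription factor and lies on the minus strand of chromosome 4 from 139737062 to 139833528 in GRCm38. It had 114, 147 and 118 counts in WT replicates 1 to 3 and 255, 252 and 219 counts in MUT replicates 1 to 3. The normalized level was 5.42 ± 0.749 CPM (SD, n = 3) in WT and 10.5 ± 0.974 CPM (SD, n = 3) in MUT. Every MUT sample was above every WT sample (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was 0.95 (standard error 0.156, unadjusted p = 0.000232 from edgeR), larger than the spread between replicates, but after adjustment over 19656 genes the edgeR p was 0.897. DESeq2 gave a log2 fold change of 0.95 (standard error 0.192) with an adjusted p of 0.00408, and the paper's reported values in S2 Table are 0.948 (standard error 0.195) with an adjusted p of 0.00348. With the replicate number as a block the adjusted p was 0.0794 in edgeR and 0.0184 in DESeq2, at log2 fold changes of 0.95 and 0.96. Leaving out each mouse in turn kept the log2 fold change between 0.89 and 1.06.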

Among the few differentially expressed genes, *Pax7* was found to be upregulated in MUT. This result was confirmed by RT-qPCR (Fig 6C). However, the remaining seven differentially expressed genes were either functionally elusive or apparently irrelevant in A_undiff_. 

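*Angptl7*, on chromosome 4 from 148495183 to 148500460 in GRCm38, encodes an angiopoietin-like secreted protein. It had 45, 59 and 47 counts in WT replicates 1 to 3 and 9, 19 and 10 counts in MUT replicates 1 to 3, a log2 fold change of -1.97 (standard error 0.317, adjusted p = 0.897 from edgeR and 0.0289 from DESeq2). All MUT samples were below all WT samples. With the replicate number as a block, the adjusted p from edgeR was 0.0511.

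A further 5 genes are variable (V) gene segments of antibodies, annotated as IG_V_gene and between 350 and 415 bases of exon long. *Igkv14-111* (68256389 to 68256869) and *Igkv4-91* (68768555 to 68769103) lie in the kappa light chain locus on chromosome 6. *Ighv3-6* (114288152 to 114288582), *Ighv1-55* (115208095 to 115208591) and *Ighv1-64* (115507545 to 115508031) lie in the heavy chain locus on chromosome 12. In WT replicates 1 to 3, *Igkv14-111* had 51, 109 and 30 counts, *Igkv4-91* had 58, 64 and 71, *Ighv3-6* had 42, 57 and 43, *Ighv1-55* had 26, 19 and 91, and *Ighv1-64* had 19, 37 and 14. In the 3 MUT samples together they had 1 count, on *Igkv4-91* in MUT replicate 2. At so few counts a fold change is bounded only by the depth, and log2 fold changes ran from -8.98 to -7.12 in edgeR and from -8.42 to -6.98 in DESeq2. V genes resemble each other closely, and fragments that align to several of them were left out of the counting, so their levels are uncertain.

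The counts over all 348 V genes differed far more between mice of the same group. They were 744, 2786 and 3777 in WT replicates 1 to 3 and 117, 30 and 765 in MUT replicates 1 to 3, so MUT replicate 3 had about as many as WT replicate 1 but no count on these 5 V genes.

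**Figure D1:**
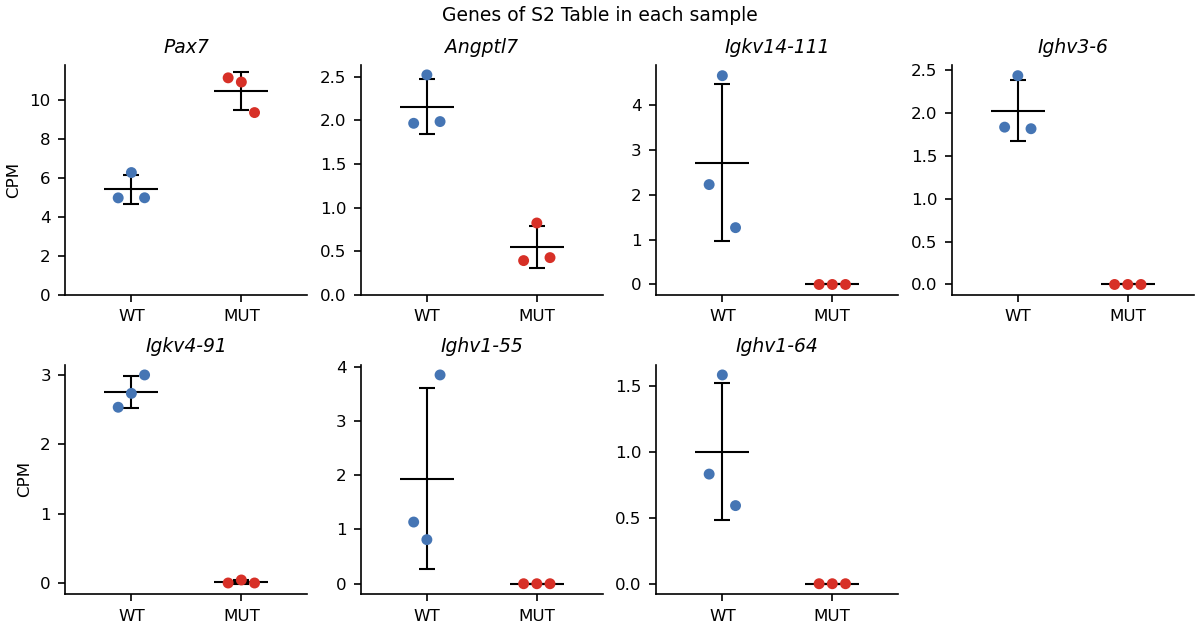
Level of 7 genes of S2 Table in each sample, in CPM on a linear axis. Each point is a mouse (blue WT, red MUT, replicates 1 to 3 from left to right), the wide bar is the mean and the whiskers are 1 SD. In each panel the 3 MUT samples lie on one side of the 3 WT samples.

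**Figure D2:**
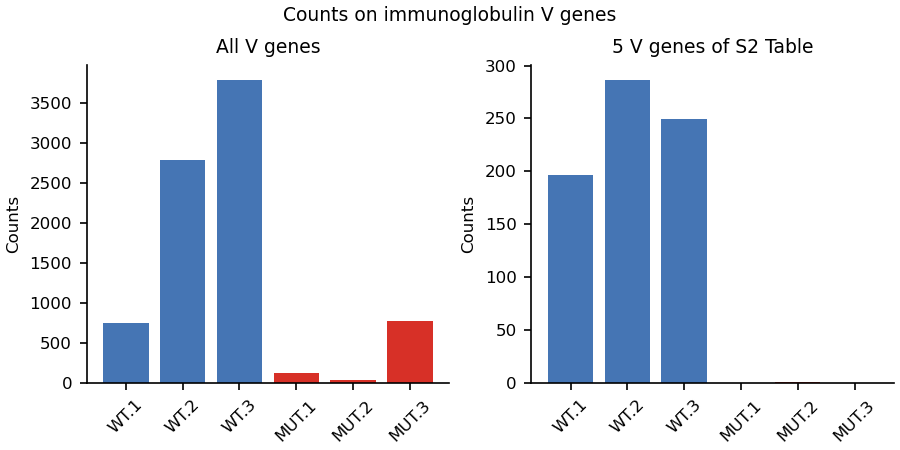
Counts on all 348 immunoglobulin V genes (left) and on the 5 V genes of S2 Table (right) in each sample, blue for WT and red for MUT. MUT.3 has 765 counts on V genes in all and 0 on the 5 genes.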

To further capture any subtle differences in phenotype between WT and *Hras*^*G12V*^+ A_undiff_, we manually curated a gene list comprising 28 stem cell marker genes and 25 differentiation marker genes based on recent studies that employed single cell RNA sequencing of mouse A_undiff_ [33, 34] and created a heat map for the differential expression (log_2_ CPM) for each sample (Fig 6B). 

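For each marker list a score was computed per sample as the mean over the genes of log2 CPM minus the gene's mean over the 6 samples. The 28 stem cell markers scored 0.15, 0.20 and -0.016 in WT replicates 1 to 3 and 0.12, -0.28 and -0.16 in MUT replicates 1 to 3. The means were 0.11 ± 0.11 (SD, n = 3) in WT and -0.11 ± 0.21 (SD, n = 3) in MUT, and the scores overlapped, with a difference of -0.22 (exact two-sided permutation test, p = 0.2). The 25 differentiation markers scored 0.011, -0.11 and -0.22 in WT replicates 1 to 3 and 0.16, 0.13 and 0.031 in MUT replicates 1 to 3, a difference of 0.21. Here all MUT samples were above all WT samples (exact two-sided permutation test, p = 0.1, the smallest possible). In all 3 same-numbered pairs the stem cell score was lower and the differentiation score higher in MUT (exact sign-flip permutation test, p = 0.25 for each, the smallest that 3 pairs allow). Camera of limma, a gene set test that estimates the correlation between the genes of a list, gave p = 0.123 for the stem cell markers and p = 0.0552 for the differentiation markers. With the replicate number as a block these became 0.197 and 0.0145. The setting that moved them most was the correlation between genes, which when preset at 0.01 in place of the estimate gave p = 4.87e-13 and p = 1.72e-12. Without *Pax7* the differentiation markers differed by 0.18 (exact two-sided permutation test, p = 0.2).

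All 28 stem cell markers had a negative log2 fold change, from -0.51 for *Dmrt2* to -0.0077 for *Sdc4*, with a median of -0.19. All 25 differentiation markers had a positive one, from 0.047 for *Foxo1* to 0.95 for *Pax7*, with a median of 0.15. The paper curated the lists by hand, based on single-cell studies. If these samples also guided the choice, which could not be checked here, the score and gene set tests would not be independent support. No gene of either list reached an adjusted p under 0.1 in edgeR, where 5 stem cell markers and 6 differentiation markers had an unadjusted p under 0.05, and in DESeq2 *Pax7* was the 1 gene that did. With the replicate number as a block *Pax7* reached it in edgeR, and *Pax7* and *Foxc2* (log2 fold change -0.47, adjusted p = 0.0921) in DESeq2. Among the stem cell markers *Lhx2*, *Egr2*, *Foxc2* and *Dmrt2* were lower in every MUT sample than in every WT sample, while *Gfra1* overlapped between the groups, at 134.6 ± 21.3 CPM (SD, n = 3) in WT and 117.0 ± 14.9 CPM (SD, n = 3) in MUT. Among the differentiation markers *Rarg*, *Rspo1*, *Nanos3*, *Rhox10*, *Sohlh2*, *Lin28a*, *Stra8* and *Pax7* were higher in every MUT sample. *Lin28a* was at 339.9 ± 14.0 CPM (SD, n = 3) in WT and 407 ± 23.3 CPM (SD, n = 3) in MUT, *Stra8* at 169 ± 8.60 CPM (SD, n = 3) and 205 ± 32.8 CPM (SD, n = 3), and *Kit*, which overlapped, at 142 ± 21.6 CPM (SD, n = 3) and 182 ± 38.7 CPM (SD, n = 3).

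**Figure D3:**
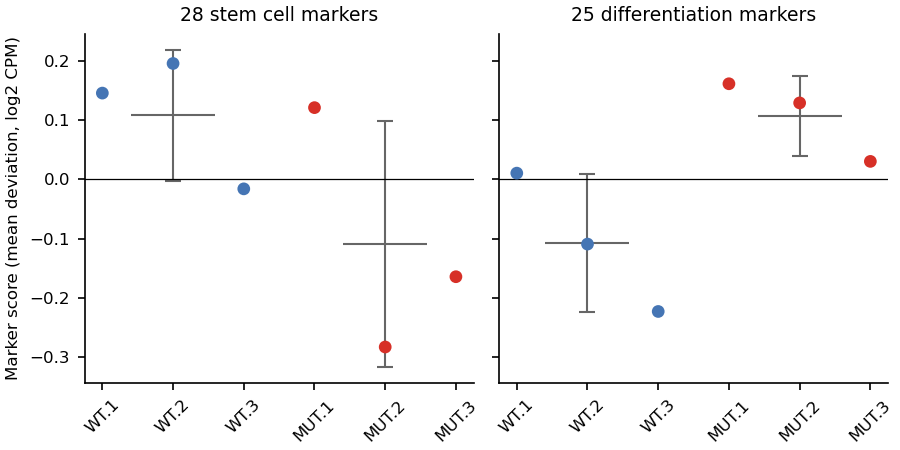
Score of the 28 stem cell markers (left) and the 25 differentiation markers (right) in each sample, as the mean deviation of log2 CPM from each gene's mean over the 6 samples. Points are mice (blue WT, red MUT), bars are group means and whiskers 1 SD. The stem cell scores overlap between the groups, and the differentiation scores of MUT lie between 0.031 and 0.16, above those of WT.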

Apart from *Pax7*, these 52 genes, were not differentially expressed; yet, the stem cell marker genes trended toward slight down-regulation and the differentiation markers exhibited slight up-regulation in the MUT group (Fig 6B). 

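The size of change that these data leave room for was read from the 95% confidence intervals of the edgeR log2 fold changes. For 16047 of 19656 tested genes (81.6%) the whole interval lay within 1 of 0, which excludes a 2-fold change in either direction. With the replicate number as a block the share was 87.3%. It was 97.5% of the 10609 genes with a mean level above 10 CPM. Intervals widen as counts fall. Without the filter on low counts the share was 44.7%, and among genes with at least 10 counts in every sample it was 89.4%. Among the genes above 10 CPM the median absolute log2 fold change was 0.061, 95% were below 0.27, and 5 genes exceeded 1. The paper describes the differences found by its differential expression analysis as minimal and the shifts of the marker lists as slight trends.

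**Figure D4:**
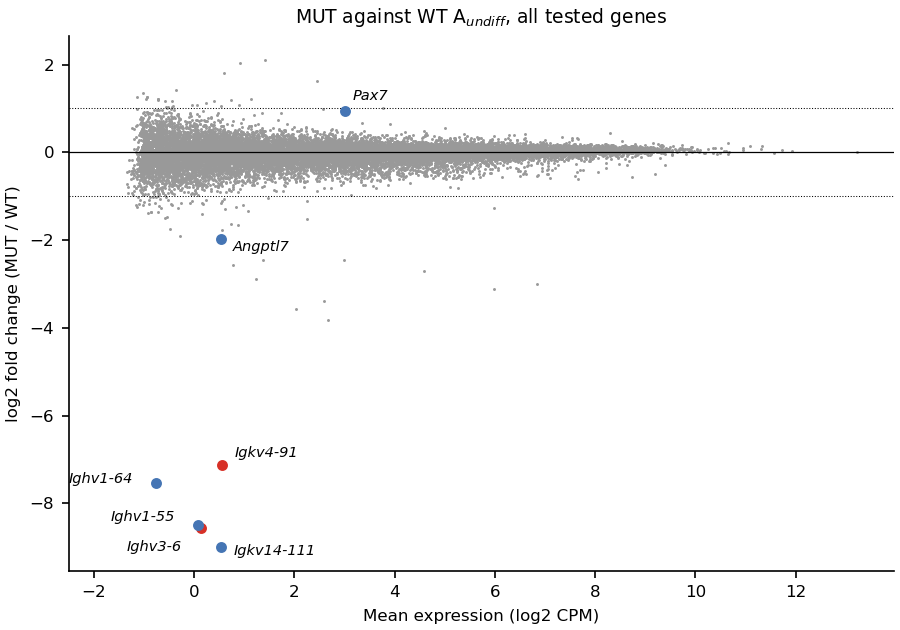
log2 fold change of MUT against WT A_undiff_ for the 19656 tested genes, against the mean expression in log2 CPM. Each grey point is a gene, the dotted lines mark log2 fold changes of -1 and 1, and 7 genes of S2 Table are named, in red where the adjusted p from edgeR is under 0.1 (2 genes) and in blue otherwise. The spread of the points narrows as expression rises, and *Pax7* lies just under 1.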

Despite these trends, we concluded that *Hras*^G12V^ does not confer large transcription alterations in mutants.

**Fig 6:**
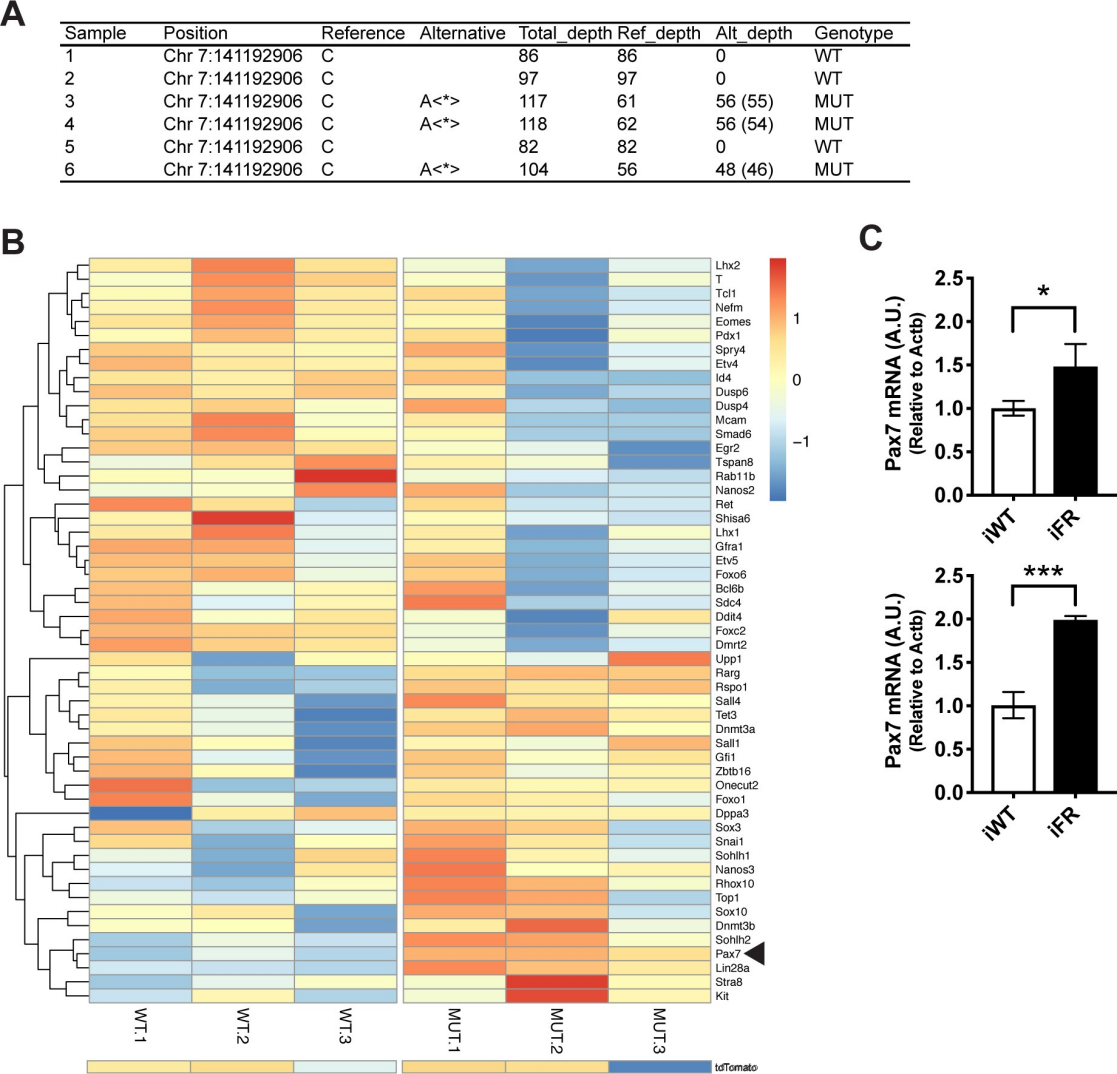
Transcriptome analysis of A_undiff_ from iWT and iFR mice. A. Mutation status by variant calling. In samples 3, 4, and 6 (iFR), almost 50% of the allele (Alt/Total) were *Hras*^G12V^-positive, suggesting most of the A_undiff_ were *Hras*^G12V^+. The filtered values according to quality score are shown in parentheses. Total depth: the total number of reads which map to that position. Ref_depth or Alt_depth: the total number of reads which support the reference or alternative allele. B. Heatmap showing expression of indicated genes from RNA-seq analysis of A_undiff_ from iWT and iFR (MUT) (n = 3 mice per group). The mean was subtracted from each value and divided by the standard deviation (SD). Only *Pax7* (arrow head) was differentially expressed. The first 28 genes are stem cell markers and the rest 25 are differentiation markers, both of which clustered together. tdTomato expression was added on the bottom as a reference. C. Verification of *Pax7* transcript levels (mean±s.d. of technical triplicates) in iWT and iFR by RT-qPCR. Two pairs of animals (top & bottom) were analyzed. In both pairs, *Pax7* was up-regulated in iFR (*P<0.05 and ***P<0.001).

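The tdTomato transcript, counted on its own entry of 1431 bases, had 1472, 1526 and 1329 counts in WT replicates 1 to 3 and 1520, 1503 and 1231 counts in MUT replicates 1 to 3. Its normalized level was 61.9 ± 4.99 CPM (SD, n = 3) in WT and 61.4 ± 7.64 CPM (SD, n = 3) in MUT, lowest in replicate 3 of either group. The log2 fold change was -0.012 (standard error 0.105, adjusted p = 0.998 from edgeR), smaller than the spread between replicates.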

### Stable phenotype of cultured *Hras*^*G12V*^ SSCs

Cultured SSCs serve not only as a complementary model for a complex in vivo system but also enable facile manipulation of extrinsic stimuli to enhance cell phenotypes. Thus, to elaborate on the functional effects of Hras^G12V^ in vitro, we derived SSC cell lines from different adult mouse lines (Fig 7A). Upon 4-OHT addition in vitro, WT cells activated tdTomato (iWT1) or mGFP (iWT2) and FR cells initiated expression of *Hras*^G12V^, in addition to tdTomato (iFR1) or mGFP (iFR2) (Fig 7A). First, the presence of *Hras* transcripts in WT, iWT, FR and iFR lines was measured by designing RT-qPCR primers that recognized a common sequence between the wild-type and *Hras*^*G12V*^ alleles. Levels of *Hras* transcripts were similar in these cell lines, validating that the *SV40* polyadenylation signal in FR does not affect the *Hras* transcript (Fig 7B). Since HRAS^G12V^ protein is locked in a constitutively active conformation, we examined the amount of the functionally active form of HRAS in iFR SSC lines using a pull-down assay, in which only the active form of HRAS is recognized by the RAS-binding domain of RAF1. Active HRAS was pulled down only in the iFR but not in the iWT, demonstrating the presence of functional HRAS^G12V^ protein in this model (Fig 7C).

**Fig 7:**
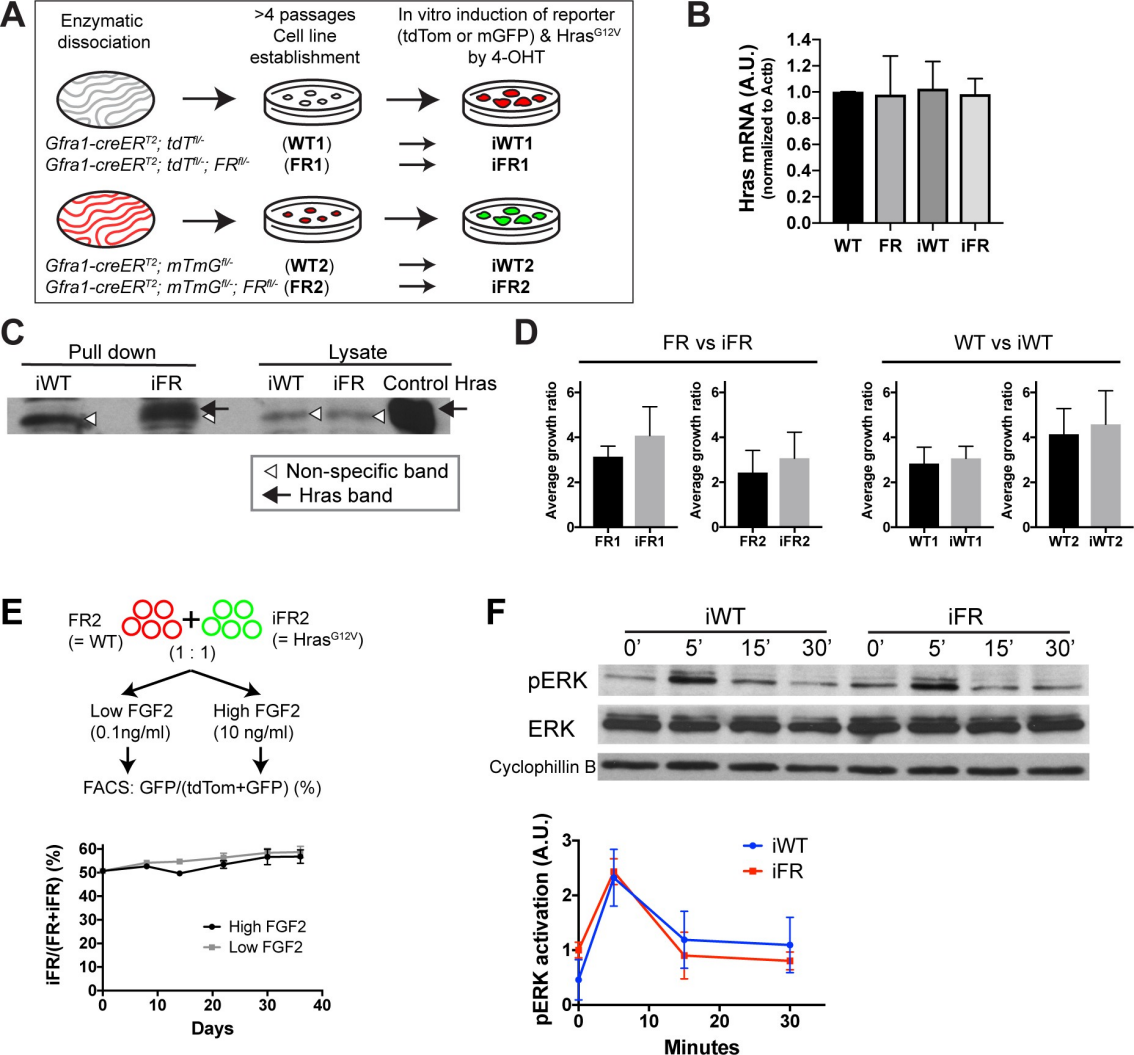
Effect of *Hras*^*G12V*^ on function of cultured SSCs. A. Derivation of cell lines and in vitro induction of *Hras*^G12V^. Two different adult cell line pairs (WT & FR) each from the different reporter systems were established. Dissociated testicular cells were plated and colonies were picked, enriched, and serially passaged on feeders. B. *Hras* transcript levels (RT-qPCR) in different cell lines. Primers were designed to recognize a common region shared by WT and *Hras*^G12V^. N = 3 experiments. C. Western blot for HRAS in SSCs from iWT and iFR. Activated HRAS proteins were pulled down with RAF1 RAS-binding domain and probed by an anti-HRAS antibody (left). In iFR, activated HRAS was observed (black arrow). Open triangle denotes non-specific band. Total lysates (right) from iWT, iFR, and control *Hras* were probed concurrently. Lysate from *Hras*-overexpressing 293T cells served as a positive control. D. Growth ratio of different SSC cell lines. Shown are average weekly growth ratios (4 passages over a month). In all cases, the growth ratios of induced lines were not different from their parental cell lines. E. In vitro competition assay. FR2 (tdTomato+) and iFR2 (GFP+) cells were mixed at 1:1 ratio, allocated to low (0.1 ng/ml) and high (10 ng/ml) FGF2 media, and passaged 5 times. At each passage, GFP+ cell ratios were measured by FACS. F. Phosphorylation of ERK after FGF2 stimulation. Top: Representative western blot (top) from iWT and iFR for pERK, ERK, and loading control, cyclophilin B. Bottom: Quantification based on average densitometric values of western blots from three different sets of clones (bottom). At 0’, iFR exhibited more activation of pErk than iWT (t-test; P = 0.08; n = 3), whereas no significant difference was seen at 5’, 15’ and 20’ between iWT and iFR.

We next studied changes in the growth trajectory of *Hras*^*G12V*^ SSCs. In normal culture conditions, iFR did not grow faster than FR (Fig 7D). Several lines of evidence show that a fitness advantage may be more pronounced upon environmental challenge, such as growth factor deprivation [13, 35]. We therefore examined whether *Hras*^*G12V*^ SSCs outcompete wild-type SSCs when cultured at an FGF2 concentration 100-fold lower than is used in normal SSC growth media. For the following experiments, FR2 and iFR2 cell lines were employed (Fig 7A & 7E). We mixed the non-induced parental wild-type line FR2 (mtdTomato+) with iFR (mGFP+) at a 1:1 ratio and cultured them on feeder cells in FGF2 (0.01 or 10 ng/ml) for up to five passages. iFR did not replace its wild-type parental line over time (Fig 7E). This result suggests that a low FGF2 environment does not confer a competitive advantage to *Hras*^*G12V*^ SSCs.

*Hras* is an important mediator molecule of FGF-RAS-MAPK signaling [23], and FGF2 has been shown to control stem cell self-renewal and possibly differentiation in SSCs [36, 37]. In various RASopathy models, RAS-MAPK signaling pathways are highly dysregulated [22, 38, 39]. However, it is unclear whether this holds true for SSCs harboring endogenous gain-of-function mutations seen in RASopathies. To understand how MAPK signaling is altered in *Hras*^*G12V*^ SSCs in response to FGF2, iWT and iFR SSC clones were stimulated with FGF2 and probed for pERK and total ERK. pERK was similarly phosphorylated in iWT and iFR in response to FGF2 (Fig 7F). However, basal level ERK phosphorylation prior to stimulation appeared to be slightly higher in iFR as compared to iWT. Lack of enhanced ERK activity in iFR following stimulation was unexpected, considering the presence of active HRAS protein in iFR cell lines. This result suggests that active HRAS at a physiological gene dosage does not augment the signal response to FGF2 in SSCs.

## Discussion

The competitive interactions of wild-type and neighboring mutant germline stem cells in the adult human testis are thought to produce uneven transmission of pathogenic alleles to children, but a dearth of model systems has hindered progress toward understanding the details of selection. In this study, we created a stem cell competition system in the mouse germline, in which undifferentiated spermatogonia with endogenous expression of an oncogenic mutation, *Hras*^*G12V*^, compete with their wild-type counterparts in the testis. We found that the *Hras*^*G12V*^ mutation was transmitted from the paternal germline stem cells to offspring, whereas the mutated germ cells did not exhibit a significant expansion over a year of fate analysis.

For in vivo genetic manipulation of the A_undiff_, which contain the stem cell pool, only a handful cre driver lines have been described, including Vasa-cre and Stra8-cre. These cre alleles are not only non-specific with respect to germ cell subpopulations but also are active during early gonadal development, making it difficult to study adult mouse SSCs. For these reasons, cultured SSCs have been employed for loss- or gain-of-function studies using knock-down/out or ectopic expression of genes [13, 23]. Hara et al. (2014) first leveraged *Gfra1-creER*^*T2*^ for lineage tracing of adult A_undiff_; by measuring long-term self-renewal of the population, they demonstrated that genetically marked A_undiff_ are functional stem cells that persist at homeostatic levels [16]. In our mouse model, therefore, we adapted *Gfra1-creER*^*T2*^ to induce both a mutation and a label in the A_undiff_ and achieved robust recombination at the target loci in A_undiff_. Conveniently, the size of the recombined fraction was adjustable from ~8 to almost 100% by dose of tamoxifen. This tunability makes *Gfra1-creER*^*T2*^ an appropriate cre-driver to study germline mosaicism, in which only a small subset of stem cells is genetically manipulated or marked and their fate is traceable thereafter. On the other hand, with a high dose of tamoxifen, *Gfra1-creER*^*T2*^ is suitable to obtain a highly enriched population of genetically manipulated germline cells in vivo. Indeed, by combining *Gfra1-creER*^*T2*^ with a reporter and anti-MCAM staining, we were able to enrich an A_undiff_ sample with 96% *Hras*^*G12V*^ positivity, as measured at the RNA level. Although *Gfra1-creER*^*T2*^ seems to be best available inducible driver to genetically manipulate adult A_undiff_, it is notable that *Gfra1* is broadly expressed in the A_undiff_ and that the *Gfra1*-expressing population comprises a heterogeneous subset of A_undiff_. It remains controversial whether *Gfra1*-negative stem cells exist in the A_undiff_.

Complex engineered alleles are required to model precisely the genetics of human germline disorders. In the *FR-Hras*^*G12Vfl/-*^ system, we sought to induce *Hras*^*G12V*^ without affecting total gene dosage throughout the recombination process; accordingly, similar levels of *Hras* transcript were observed before and after cre induction. Thus, such an approach most closely recapitulates the occurrence of human de novo mutations in male germline stem cells and the resultant germline mosaicism. Also, since this genetic model entails two tandem *Hras* genes, both comprising endogenous exons and introns, the final transcription product is also an endogenously spliced variant, in case any alternatively spliced SSC-specific variant exists. In our model, we found that recombination at the *Rosa26* reporter locus happened more efficiently than that of the *FR-Hras*^*G12V*^ locus. This could be explained by accessibility of the locus to cre recombinase; the *Rosa26* locus is known for its constitutively active promoter region [40], whereas the activity of the *Hras* locus may be tightly regulated by transcription factors and/or chromatin remodeling.

Classical PAE disorders, such as Noonan syndrome, Costello syndrome, and other RASopathies, are caused by de novo mutations that are found only in affected children but not in the somatic DNA of either parent. Although most such mutations are derived from the paternal germline (as reviewed in [6]), the process of transmission from paternal germline stem cells to the offspring has not been widely explored. A major strength of our strategy is that it allows one to interrogate the transmission of the mutated gene induced in male germline stem cells to subsequent generations. Here, we observed that the fate of *Hras*^G12V^ stem cells resulted in *Hras*^G12V^ offspring with neonatal mortality, consistent with Costello syndrome. This indicates that A_undiff_ carrying *Hras*^*G12V*^ can differentiate into functional sperm, and the resultant Costello embryos are capable of developing to the neonatal stage. Similarly, our germline mosaic model could be applied to a variety of other de novo disorders with PAEs. Owing to technological advancements in genome sequencing, many de novo mutations that originate in the paternal germline have been implicated as drivers of neurodevelopmental disorders (e.g., autism). Yet, adult germline mosaicism as a major source of human disease is still controversial, and its natural course has not been addressed experimentally. By inducing specific autism-driving mutations in A_undiff_ and tracking their fate, our mosaic model could be useful going forward to uncover the causal relationship between paternal age and neurodevelopmental disorders.

A human sperm analysis revealed that healthy males carried different *Hras* mutations at codon 12 [9]. Although *G12S* was the most prevalent mutation, *G12V* was also substantially elevated in the sperm and the level was weakly correlated with donor age. Thus, we sought to investigate how *G12V*-laden germline cells expand in our experimental model. To perform stringent lineage tracing of *Hras*^G12V^-positive cells, we employed multiple independent quantification methods and their outcomes were well correlated: cDNA sequencing from labeled germ cells, sperm gDNA analysis, and sperm counting. Over a year of lineage tracing, we did not observe a significant increase in the *Hras*^G12V^ cell and sperm populations. In the serial sperm analysis, a minimal increase (~9%) was observed over the 8–9 month period, yet we did not observe an increase in the proportion of *Hras*^G12V^ offspring from mutant sires in successive litters. Despite the fact that the *Hras*^G12V^ is the most potent gain-of-function mutation among various HRAS proteins at codon 12, these findings indicate that the heterozygous *Hras*^*G12V*^ alone is not sufficient to drive SSC competition in the mouse testis.

There are several possible explanations for the absence of competition in our model. First, there could be fail-safe mechanisms to suppress aberrant cell signaling driven by hyperactive RAS, providing a robust system that protects stem cells from harmful consequences. Second, HRAS may not have a major role in FGF-RAS-MAPK signaling in the A_undiff_, which would be unexpected given previously published data [23]. Other members of the RAS superfamily may be critical for relaying FGF signals in the SSCs. Third, the *Hras*^*G12V*^ mutation may be detrimental, such that that cell turnover could be faster than usual. Fourth, induction experiments performed at extremely low starting (i.e., baseline) mutation levels (e.g., <1% recombination) might reveal competitive interactions that could have been obscured in our experiments, due to as yet uncharacterized paracrine effects. Fifth, key differences could exist in the microenvironment or cellular population structure between mice and humans. Sixth, the observation period in this study (~one year) could be too short to capture long-term cell competition because of the much shorter lifespan of mice than of humans, which entails decades of continuous stem cell survival and self-renewal in the testis. Regarding these last two points, age-related changes in the stem cell niche could be necessary for *Hras*^*G12V*^-mediated stem cell competition to become apparent. Finally, additional, yet unidentified genetic lesions could be required to confer enhanced competitiveness.

An absence of cell competition was also observed in vitro. In cultured SSCs with *Hras*^*G12V*^, although a functionally active HRAS was detected, ERK activation following FGF2 stimulation was not enhanced. Chen et al. (2009) made a similar observation, using mouse embryonic fibroblasts (MEFs) with heterozygous *Hras*^*G12V*^ [22]. Only in later passaged *Hras*^*G12V*^ MEFs was more pERK detected than in controls. This suggests that active HRAS from one copy of *Hras*^*G12V*^ is not adequate to activate ERK in either cultured SSCs or MEFs, and more time may be required to gain additional gene mutational hits. Furthermore, a reduced FGF2 environment did not favor selection of the *Hras*^*G12V*^ cell population, indicating that HRAS may not be a major GTPase mediating FGF2 signaling in SSCs. On the other hand, when *Hras*^G12V^ is overexpressed in cultured SSCs, increased proliferation and oncogenic transformation were observed [23], again suggesting that the *Hras*^*G12V*^ effect is dependent on gene dosage.

The transcriptional profile between wild-type and *Hras*^G12V^ A_undiff_ did not reveal a significant difference in gene expression. Interestingly, among a few differentially expressed genes, *Pax7* was up-regulated in iFR cells. *Pax7* is a transcription factor identified as a conserved marker for a particularly rare subset of A_undiff_ in mammalian testes [33, 41]. Although its function in self-renewal of A_undiff_ is not well characterized, *Pax7* may be one of the downstream genes upregulated by MAPK signaling via HRAS in a subset of the A_undiff_ population. Overall, the absence of large transcriptional changes in *Hras*^G12V^ A_undiff_ could account for the fact that there was no obvious competitiveness or higher stem cell capacity in *Hras*^*G12V*^-positive A_undiff_ in the transplant assays.

In conclusion, these results revealed a stable and tolerant system to prevent normal germline stem cells from being replaced by mutated cells. This unanticipated resistance to hyper-active *Hras* suggests inherent mechanisms within germline stem cells to suppress harmful mutations that would otherwise be propagated to offspring. In contrast, we anticipate that future studies will likely uncover factors that overcome such protective mechanisms, leading to aberrant clonal expansion. Given the increasing number of disorders (e.g., autism) linked to germline mosaicism and PAEs, the inducible adult mosaic model will be invaluable to understand the earliest origins of such pathogenic gene variants.

## Materials and methods

### Ethics statement

This study was approved by the Weill Cornell Medical College IACUC (#2010–0028). Either isoflurane or Ketamine/Xylazine was used for anesthesia in combination with buprenorphine and meloxicam for analgesia. For euthanasia, mice were exposed to CO2 followed by cervical dislocation.

### Animals

*Gfra1-creER*^*T2*^ mice were a gift from Dr. Sanjay Jain [16, 42]. Reporter mice, *tdTomato* (#007914) [43] and mT/mG (#007676) [29], were obtained from the Jackson Laboratory. The *FR-Hras*^*G12Vfl/fl*^ mice were previously generated by Dr. James Fagin [22]. The controls were wild-type littermates that do not have the *FR-Hras*^*G12Vfl*^ allele but contain *Gfra1-creER*^*T2*^ to induce tdTomato expression. These mice were maintained on a mixed genetic background of C57BL/6J (>50%), 129/Sv, and Swiss Black mice. All the experimental protocols were approved by the Weill Cornell Medicine Institutional Animal Care and Use Committee.

### Lineage tracing

At 6–8 weeks of age, 100 mg/kg of tamoxifen (Sigma) dissolved in corn oil (Sigma) was administered intra-peritoneally for 4 days (one standard course), unless otherwise specified. At each time point, animals were euthanized and the testes and caudal epididymal sperm were harvested for downstream experiments.

### Immunofluorescence

Detunicated testes were fixed with 4% paraformaldehyde in phosphate buffered saline overnight at 4°C, immersed in 30% sucrose, and embedded in OCT compound. After cryosectioning the samples at 10 μm, DAPI was applied. For whole-mount staining, after overnight fixation, the seminiferous tubules were untangled, washed in PBS, and blocked with 3% BSA/PBS with 0.1% Tween for an hour. After incubation with anti-Gfra1 antibody (1:200, BD) overnight, an anti-rabbit biotinylated secondary antibody, followed by Alexa647-conjugated streptavidin was used for detection. DAPI was used for nuclear staining. Images were captured with a Zeiss LSM 800 confocal microscope.

### Serial epididymal sperm sampling and sperm gDNA extraction

Microsurgical epididymal sperm aspiration was performed as previously described [28]. Under deep anesthesia, through a small skin incision on the scrotum, the cauda epididymis was punctured by a syringe, and its contents were aspirated (S2 Fig). The procedure was performed on ipsilateral testis at 4 months and again at 12 months after tamoxifen administration. gDNA extraction was performed using AllPrep DNA/RNA Mini Kit (Qiagen) with a modified protocol [44].

### FACS

A whole testis dissociate was prepared using a two-step enzymatic digestion [45]. For MCAM staining, testes from *Gfra1-creER*^*T2*^; *tdTomato* mice (n = 3) were dissociated >3 months after tamoxifen administration. The single-cell suspensions from two testes were incubated with Alexa Fluor 647 anti-MCAM antibody (ME-9F1, BioLegend) at a concentration of 6 g/ml for 45 minutes at 4°C. After exclusion of doublets and DAPI-positive cells, Alexa Fluor 647 and tdTomato double-positive cells were gated and collected using a BD Aria flow cytometer.

### RT-qPCR

Total RNA was extracted from sorted testicular cells or feeder-free cultured SSCs using Arcturus PicoPure Kit (Applied Biosystems) or RNeasy Plus micro kit (Qiagen), respectively, with an on-column DNA digestion protocol (Qiagen). Reverse transcription was performed using qScript (Quanta Biosciences) followed by a real-time PCR using Sybr Select Master Mix (Applied Biosystems) with a LightCycler 480II (Roche). Each technical triplicate was normalized to *Actb* and relative expression levels to control conditions were calculated using 2^-ΔΔCt^ method.

### Quantification of the *Hras*^G12V^-positive cell fraction using Sanger sequencing traces

FACS-collected tdTomato+ cells were lysed in RLTplus buffer (Qiagen RNA mini kit) with 2% β-mercaptoethanol, and RNA was purified according to the manufacturer’s instructions. The RNA was reverse-transcribed to cDNA using qScript cDNA SuperMix (Quanta Biosciences). A targeted region flanking *Hras*^*G12V*^ was amplified by PCR and Sanger-sequenced. To quantify the mutated nucleotide (cytosine→adenine) from Sanger sequencing traces, a model curve was proposed and confirmed by amplifying cDNA samples of known concentrations from WT (*Hras*^WT/WT or FR/WT^) and Costello offspring (*Hras*^*G12V/WT*^) RNA (x-axis: 0, 25, 50, 75, and 100% of Costello RNA) (Fig 2A). By using 4 pairs of different offspring samples, it was confirmed that the relationship between the *Hras*^G12V^-positive cell fraction (x%) and ratio of adenine/cytosine (A/C) peak heights (y) fitted the model curve y = 1.371*x / (200-x). All the calculations for *Hras*^G12V^-positive cell fraction were done using this equation. ImageJ was used to measure A/C ratio via peak height. All the primers used in the study are listed in S3 Table.

### Quantification of the *Hras*^G12V^+ cell fraction by gDNA qPCR

To obtain a fractional abundance of the *Hras*^*G12V*^ allele, qPCR primers were designed, detecting the SV40 PA region that is exclusively present in the *FR-Hras*^*G12Vfl*^ locus and lost after recombination (Fig 2B). By running qPCR with mixed gDNA from a *FR-Hras*^*G12V*^ heterozygote (without recombination) and wild-type sperm collected from cauda epididymides at different known ratios (x: 0, 25, 50, 75, 100% of *FR*^*fl/-*^ allele), we confirmed a linear relationship between the *FR-Hras*^*G12Vfl*^ recombined fraction (x%) and the SV40 PA recombined fraction obtained by qPCR (y%) (Fig 2B left). Since the loss of SV40 PA or FR means a gain of *Hras*^*G12V*^, y = -z+100 was obtained, where z is the *Hras*^G12V^+ cell fraction (%) (Fig 2B, right). Per reaction, 60ng of sperm gDNA in 4 ul was used. For normalization of the quantity of gDNA, *Ngn3* gene primer sets were used. Light Cycle480 Software was used for analysis. To quantify a recombined fraction of a reference gene, *mTmG*, we employed the same strategy as the quantification for *Hras*^G12V^+ cell fraction. Primer sets were designed to detect a region of the mTomato locus that is deleted after recombination (Fig 2B).

### Sperm counting

Sperm obtained by microsurgical epididymal sperm aspiration was mounted on slides and imaged using a BX50 fluorescence microscope (Olympus) with a Spot Pursuit CCD camera (Diagnostic Instruments Inc). Total of 100 to 300 sperm (> 3 fields) were counted.

### Competitive transplant assays

To obtain the highest labeling after the maximum dose of tamoxifen, testis cell suspensions from *Gfra1-creER*^*T2*^; *tdTom* mice and *Gfra1-creER*^*T2*^; *tdTom; FR-Hras*^*G12V*^ mice (littermate of the former) were mixed with that of non-labeled wild-type (*Gfra1-creER*^*T2*^) at a 1:1 ratio, respectively, and transplanted into adult busulfan-conditioned C57Bl6 recipient testes (n = 10 or 11 mice per experiment). A total of 1.2 x 10^6^ (first two experiments) or 0.6 x 10^6^ (the 3^rd^ experiment) mixed cells were injected per testis. Site of injection (left vs. right side) was alternated per genotype. Three independent transplantations were performed (3 donor mice per group). After 10 weeks, colony numbers were quantified using stereomicroscopy.

### RNA-seq

WT and FR mice (n = 3/ group) were treated with tamoxifen for four days for twice over two weeks. The testes were dissociated (see Fig 1A) and RNA from tdTomato+ MCAM-bright A_undiff_ was isolated via Arcturus PicoPure kit with DNase I treatment. Mean RNA Integrity Number (RIN) was 9.47 (SD 0.31). Libraries were constructed using TruSeq Stranded mRNA. Sequencing was performed on an Illumina HiSeq 2500 (v4 chemistry) with a 50 bp paired-end protocol. Variant calling and filtering were carried out using *Bam-Readcount* and *SAMtools mpileup* at chr7:141192906, where samples with heterozygous *Hras*^*G12V*^ (c.35G>T) mutation should have evidence of a C/A genotype while wild-type samples have only a C genotype. Differential expression was assessed using DESeq2 with a false discovery rate (FDR) of 0.1.

### Derivation and culture of adult SSC lines and in vitro 4-OHT induction

SSC lines were derived from two pairs of littermate adult mice (see Fig 7A for specific cell lines) and maintained on mitotically-inactivated JK1 feeders [46]. SSC growth media was StemPro-34 with additional supplements as described previously [45]. Treatment with 6 μM of 4-OHT for 4 days was repeated for a total of 3–4 times over 3–4 weeks until the *Hras*^G12V^ population was confirmed to be more than 70–80% by the sequencing method (see Fig 2A–2C). Between tamoxifen treatments, tdTomato-positive cells were enriched once by FACS to enhance the recombination efficiency for *Hras*^*G12V*^. All the experiments were performed using cells with passage number 9 to 22. The stem cell activity was confirmed by transplantation assays.

### Active HRAS pull-down

An HRAS activation assay was performed using a GST-fusion protein of the RAS-binding domain (RBD) of RAF1, as instructed by the manufacturer (Pierce Biotechnology). Briefly, SSCs maintained in growth media were washed with cold TBS and lysed. Active RAS was pulled down with GST-RAF1-RBD along with glutathione agarose resin, followed by Western blot detection with an anti-Hras antibody (sc-520, Santa Cruz Biotechnology).

### Immunoblotting

After feeder subtraction, SSCs were washed once with ice-cold TBS and lysed in lysis buffer containing PMSF (Sigma), protease inhibitor (Sigma), and phosphatase inhibitor cocktails (Sigma). Protein concentration was quantified by the BCA method. Immunoblotting was performed according to standard procedures. Denatured samples were subjected to 12% SDS/PAGE gel and transferred to PVDF membrane. The following antibodies were used: pERK (9101, Cell signaling), ERK (9102, Cell Signaling), CyclophilinB (Invitrogen), and Hras (sc-520). To obtain mouse HRAS protein control for western blotting, a fragment (606 bp) of *Hras* (NM_008284.2) was synthesized by Integrated DNA Technologies, inserted into BamHI/EcoRI sites of pCIG [47], and overexpressed in HEK293T cells.

### In vitro competition assay

*Gfra1-creER*^*T2*^*; mTmG*^*fl/-*^*; FR*^*fl/-*^ (FR2: tdTomato+ wild-type cells) and its induced derivative iFR2 (GFP+ *Hras*^G12V^) cells were mixed at 1:1 ratio, cultured in low (0.1 ng/ml) and high (10 ng/ml) FGF2 media, and passaged 5 times. At each passage, GFP+ cell ratios were measured by FACS (BD Accuri).

### Agonist-invoked signaling assay

Feeder-free SSCs were starved for 18 hours and then either left unstimulated (0’) or stimulated with FGF2 (10 ng/ml), and harvested 5, 15, and 30 minutes after the stimulation. Cell lysates were analyzed by immunoblotting.

### Statistics

Results are presented as mean ± SD. At least three biological replicates and three technical replicates were performed for each experiment unless otherwise indicated in the text. GraphPad Prism was used for statistical analyses and generating graphs.

## Supporting information

S1 Fig Generation of a model equation for quantification of the *Hras*^G12V^+ cell fraction using RNA samples. Five different conditions of recombination status (0–100% of *Hras*^*G12V*^) are shown. In an ideal situation, the A/C ratio reflects the ratio of mutant/WT mRNA. However, after reverse transcription, PCR, and Sanger sequencing, the difference in amplification efficiency between A and C is pronounced, which is expressed as constant *k*.
(PDF) Click here for additional data file.

S2 Fig Microsurgical epididymal sperm aspiration. Schematic illustrating how sperm is aspirated from the cauda epididymis. A small skin incision is made over the caudal pole of the testis and the cauda epididymis is identified. The fascia is kept intact throughout the procedure. The cauda epididymis is retracted and gently squeezed by the curved serrated forceps. Using an insulin syringe (29-30G) loaded with a small amount of PBS, the epididymis is punctured through the fascia and the sperm are aspirated and transferred into a plate. This is repeated several times to obtain a sufficient amount of sperm. If the cauda epididymis is difficult to locate, the fascia is opened and the cauda epididymis can be punctured directly. The skin (and fascia, as well if it is opened) is sutured after the procedure.
(PDF) Click here for additional data file.

S1 Table Analysis of offspring obtained at early vs. late periods from tamoxifen-induced HrasG12V sires. A total of 217 offspring from three iFR sires were analyzed for their genotypes. To investigate paternal age effect, we tested whether the number of Costello offspring born was different between an early and a late period of breeding. Costello and non-Costello offspring numbers were allocated into two groups: those born before (early) and after (late) day 210 after tamoxifen.
(PDF) Click here for additional data file.

S2 Table Differentially expressed genes. Genes that were differentially expressed in the RNA-seq analysis.
(PDF) Click here for additional data file.

S3 Table Primer list. Genes and corresponding primers used in this study.
(PDF) Click here for additional data file.

# Supplementary material for: Functional robustness of adult spermatogonial stem cells after induction of hyperactive Hras
**Source:** PLoS Genet. 2019 May 3;15(5):e1008139. doi: 10.1371/journal.pgen.1008139
**Supplement:** S1 Table — A total of 217 offspring from three iFR sires were analyzed for their genotypes. To investigate paternal age effect, we tested whether the number of Costello offspring born was different between an early and a late period of breeding. Costello and non-Costello offspring numbers were allocated into two groups: those born before (early) and after (late) day 210 after tamoxifen.

**S1 Table. Analysis of offspring obtained at early vs. late periods from tamoxifen-induced HrasG12V sires.**

| Interval                                                                            | Genotype |              | Row totals |
|-------------------------------------------------------------------------------------|----------|--------------|------------|
|                                                                                     | Costello | Non-Costello |            |
| ≤210 day*                                                                           | 35       | 58           | 93         |
| >210 day                                                                            | 48       | 76           | 124        |
| Column totals                                                                       | 83       | 134          | 217        |
| The chi-square statistic is 0.026. $p = .871865$ .                                  |          |              |            |
| *The day 210 was chosen because it was a mid-point of the whole period of breeding. |          |              |            |

# Supplementary material for: Functional robustness of adult spermatogonial stem cells after induction of hyperactive Hras
**Source:** PLoS Genet. 2019 May 3;15(5):e1008139. doi: 10.1371/journal.pgen.1008139
**Supplement:** S2 Table — Genes that were differentially expressed in the RNA-seq analysis.

**S2 Table. Differentially expressed genes.**

| Gene       | baseMean    | log2FoldChange | lfcSE      | stat       | pvalue     | padj       |
|------------|-------------|----------------|------------|------------|------------|------------|
| Igkv14-111 | 31.46841245 | -8.420579982   | 1.30855229 | -6.4350352 | 1.2344E-10 | 2.3395E-06 |
| Ighv3-6    | 23.46902678 | -7.99763176    | 1.2645373  | -6.3245519 | 2.5397E-10 | 2.4066E-06 |
| Igkv4-91   | 32.0291505  | -7.477124742   | 1.23809128 | -6.0392354 | 1.5485E-09 | 9.7821E-06 |
| Ighv1-55   | 22.25762518 | -7.922019636   | 1.3716479  | -5.775549  | 7.6703E-09 | 3.6342E-05 |
| Ighv1-64   | 11.58507694 | -6.9789357     | 1.38336476 | -5.0448992 | 4.5376E-07 | 0.00171993 |
| Pax7       | 183.5334767 | 0.948479756    | 0.19466157 | 4.87245514 | 1.1022E-06 | 0.00348148 |
| hexb       | 924.6607351 | -0.604721061   | 0.13004709 | -4.6500159 | 3.3191E-06 | 0.00898621 |
| Angptl7    | 31.28563471 | -1.979457698   | 0.461786   | -4.286526  | 1.8149E-05 | 0.04299474 |

# Supplementary material for: Functional robustness of adult spermatogonial stem cells after induction of hyperactive Hras
**Source:** PLoS Genet. 2019 May 3;15(5):e1008139. doi: 10.1371/journal.pgen.1008139
**Supplement:** S3 Table — Genes and corresponding primers used in this study.

**S3 Table. Primer list.**

| Name                  | Purpose           | Amplicon size | Forward                    | Reverse                       |
|-----------------------|-------------------|---------------|----------------------------|-------------------------------|
| Hras F1 & R1          | cDNA PCR          | 313           | GCCGCTGTAGAAGCTatgAC       | TCTGCTCCctgtactgatgg          |
| Hras R2               | Sanger sequencing | N/A           | N/A                        | cctgctgtgtctaagatgtcc         |
| Ngn3                  | gDNA qPCR         | 155           | aga gcg agt tgg cac tca gc | ctc gat ctt tgt aag ttt ggc g |
| Nanos2                | gDNA qPCR         | 116           | agg aga aga gtg agc agg ac | cgt ctt cag ctg gtg tga gg    |
| SV40 polyA of FR-Hras | gDNA qPCR         | 76            | TCTGGCTGGAAGTAGGGTCG       | ACTGCATTCTAGTTGTGGTTTGT       |
| mTmG                  | gDNA qPCR         | 93            | ATGGGAGCAGTGGTGGAATG       | TGAGAGTCAGCAGTAGCCTCA         |
| Hras                  | RT-qPCR           | 92            | GGAAAGAGTGCCCTGACCAT       | ACCACCTGTTCCGGTAGGA           |
| Gapdh                 | RT-qPCR           | 120           | CTAACATCAAATGGGGTGAGG      | CGGAGATGATGACCCTTTTG          |
| Gfra1                 | RT-qPCR           | 89            | AGAGCCTGCAGGGAAATGAC       | GAACGGGACTGCCCGGAATA          |
| Pax7                  | RT-qPCR           | 169           | GTGCCCTCAGTGAGTTCGAT       | CCACATCTGAGCCCTCATCC          |

How the deposited data were processed for this re-analysis (not part of the article)

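RNA from tdTomato+ MCAM-bright A_undiff_ of 3 WT and 3 MUT mice was sequenced 3 months after 2 courses of tamoxifen. The condition and replicate number of each sample were taken from the sample labels, which use the same names as Fig 6B. The authors deposited raw counts of fragments per gene name for each sample, made with featureCounts 1.6.2 on the GENCODE annotation of GRCm38 with tdTomato added, without regard to strand and with multi-mapping and ambiguous fragments left out, and with no normalization, filter or pooling of replicates. The aligner is not named in the paper's text. The reads at the *Hras* mutation, the RT-qPCR experiments and the transplantation experiments were not analysed here.

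The 6 count columns were joined by gene name (53657 names). In R 4.3.3, edgeR 4.0.16 normalized the counts by the TMM method and its filterByExpr function kept 19656 genes. The main comparison of MUT with WT used edgeR's quasi-likelihood test with genotype as the only term and Benjamini-Hochberg adjustment at an FDR of 0.1. The standard error of a log2 fold change was derived from its size and F statistic, and 95% confidence intervals used the fit's total degrees of freedom. DESeq2 1.42.0, which the paper used, ran with its defaults on genes with at least 1 count. CPM values are TMM-normalized. Marker scores used log2 CPM with a prior count of 2, an exact permutation test over the 20 assignments of the samples, and camera of limma 3.58.1 on voom values with a threshold of 0.05. The marker lists are the 28 and 25 genes of Fig 6B, read from the figure. Coordinates are those of the deposited files, and the codon and exon of the *Hras* site come from GENCODE vM21 on the same build.

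Each sample had between 22729292 and 23550433 counts, so depth differed little between samples. Limits from depth cover counting error only, since PCR duplicates were not separable.

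The alternatives were listed before the data were examined. The comparisons were repeated with DESeq2 with and without its Cook's distance filter, limma voom, DESeq2 size factors in edgeR, no filter, a minimum of 10 counts in every sample, an FDR of 0.05, the replicate number as a block in edgeR and in DESeq2, and each sample left out in turn. For the marker scores the alternatives were DESeq2 size factors, a prior count of 0.5, scaling each gene by its SD, the median over genes, a preset correlation of 0.01, the block, each sample left out, and shorter lists. The pairing of samples by number comes from the labels, and the paper states that controls were littermates but does not say which mice were paired, so the fit without the block is the main one. A correction for exon length, a correction for GC content and edgeR's legacy dispersion were chosen after seeing the data. For GC content, each gene took the value of its longest transcript, matched by name or, where names differed, by identical coordinates, and 99.6% of the tested genes had a value.

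The result for 1 gene of S2 Table is not reported here. The genes named individually were fixed by a rule set at the same time as the comparisons: *Hras*, the genes of S2 Table, *Gfra1*, *Kit*, *Stra8* and *Lin28a*, any other gene of Fig 6B with an adjusted p under 0.1 or with the groups fully separated, genes of a cell-type list where that list is tested, and up to 10 further genes with the largest changes among those past the threshold. tdTomato, *Igkv1-135*, *Sdc4* and *Foxo1* were added to describe the labelling, the DESeq2 call and the ends of a range. The scripts for the tests were tested on simulated counts with 200 changed genes, and recovered median log2 fold changes of 0.57, 1.00 and 2.01 for changes of 1.5-fold, 2-fold and 4-fold.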

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

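The cell-type gene lists were written before the data were examined, while the ratio of 2 used to single out a list and the second list of Leydig cell genes were chosen after the result was seen. Of 9 lists of cell types outside A_undiff_ that the paper does not discuss in these samples, 1 had a summed level in a MUT sample at least 2 times that of the highest WT sample. The 6 genes of the Leydig cell list, *Cyp11a1*, *Cyp17a1*, *Hsd3b1*, *Insl3*, *Star* and *Lhcgr*, summed to 67.3 CPM in MUT replicate 3, which is 3.19 times the highest WT sample (21.1 CPM). The sum was 12.9 CPM in MUT replicate 1 and 13.5 CPM in MUT replicate 2, near the lowest WT sample at 13.2 CPM. All 6 genes had their highest level in MUT replicate 3, with 505 counts of *Cyp17a1* there against at most 91 in a WT sample.

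A candidate explanation is Leydig cell RNA in MUT replicate 3. In a second list of 6 Leydig cell genes, written before their counts were read, 5 genes had their highest level in MUT replicate 3 (*Hsd3b6*, *Hsd17b3*, *Prlr*, *Fabp3* and *Ptgds*, but not *Scarb1*), where at least 4 had been set as the requirement. A difference in depth does not account for it, since the totals of the 6 samples lay between 22729292 and 23550433. An effect of the genotype is not borne out by MUT replicates 1 and 2, and the list did not differ between the groups (score difference 0.36, exact two-sided permutation test p = 0.8). The other somatic lists did not rise in the same way, at 1.41 times the highest WT sample for peritubular myoid cells and 0.918 times for endothelial cells. Whether the cells entered during sorting or their RNA was present in the suspension was not tested.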

How the results depend on the processing

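The alternatives were set before the data were examined, except the corrections for exon length and GC content and the legacy dispersion of edgeR, which were chosen after seeing the data. Where a result changed, the cause was not tested.

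The number of differentially expressed genes, 2 in edgeR (0 higher and 2 lower in MUT, with 547 genes at an unadjusted p under 0.05), depended on the test. It was 9 with DESeq2 (1 higher, 8 lower), 17 with DESeq2 without its Cook's distance filter (2 higher, 15 lower), 4 with limma voom (all lower), 5 without a filter (all lower) and 0 among genes with at least 10 counts in every sample, where 479 genes had an unadjusted p under 0.05. At an FDR of 0.05 it was 1 gene, which was lower. With the replicate block it was 13 in edgeR (1 higher, 12 lower) and 55 in DESeq2 (3 higher, 52 lower), and with the exon length correction and the replicate block together 23 (1 higher, 22 lower). It stayed at 2 with DESeq2 size factors, with the exon length correction alone and with the legacy dispersion. The DESeq2 fit with the block left out no gene by Cook's distance, so 17 is its closer counterpart. Across the 6 fits that each left out 1 mouse the number ran from 0 to 6 genes, with 0 to 2 higher and 0 to 5 lower. Without MUT replicate 3, 1736 genes had an unadjusted p under 0.05, and with the block in edgeR 1297 did. Of the 10 splits of the 6 samples into 3 and 3, 4 part all 3 same-numbered pairs, and 1 of these 4 splits, the real one, gave as many as 2 genes in edgeR. The other 6 splits part 1 pair, and 1 of them, WT replicate 1 with MUT replicates 1 and 2 against the rest, gave 446 genes. In DESeq2, 2 of the 4 splits gave at least the 9 genes of the real one, the other giving 19, and of the other 6 splits 3 gave more, with 13, 565 and 731 genes. With 4 comparable splits, chance cannot be excluded.

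*Pax7* passed the adjusted p of 0.1 at log2 fold changes of 0.95 in DESeq2 with and without the Cook's filter, 0.95 and 0.96 with the replicate block in edgeR and DESeq2, and 0.94 with the exon length correction and the block. *Angptl7* passed it at -1.98 in DESeq2 with and without that filter and at -1.99 and -2.03 with the block in edgeR and DESeq2. *Igkv14-111* passed it at -8.42 in both forms of DESeq2, -6.78 in limma voom, -8.98 without a filter and -8.98 and -8.22 with the block. *Ighv1-55* passed it at -7.92 in both forms of DESeq2, -8.49 without a filter and -8.49 and -7.61 with the block. *Ighv1-64* passed it at -6.98 in both forms of DESeq2, -5.44 in limma voom, -7.55 without a filter and -7.54 with the block in edgeR. With the exon length correction and the block, chosen after seeing the data, *Angptl7* (-1.95), *Igkv14-111* (-8.88), *Ighv1-55* (-8.45) and *Ighv1-64* (-7.45) passed it as well. *Ighv3-6* lost significance in 4 of the 6 fits that each left out 1 mouse (-8.64 to -8.42) and *Igkv4-91* in 1 of them (-9.01 to -6.67). No log2 fold change of these 7 genes or of *Hras* changed sign under any alternative run. With at least 10 counts in every sample, *Angptl7* and the 5 V genes were not tested and have no value.

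The share of genes whose 95% confidence interval lay within 1 of 0, 81.6%, was 40.3% with DESeq2, 44.7% without a filter, 89.4% with at least 10 counts in every sample, and 87.3% and 38.3% with the replicate block in edgeR and DESeq2. It ran from 72.5% to 78.0% with 1 mouse left out. All 4 splits that part the same-numbered pairs gave a share at least that of the real split, so 4 of 4. The real split had the lowest share of these, against 81.79%, 83.25% and 83.49%. The share thus mostly describes the precision of the data, and with 4 splits this check cannot tell whether the genotype affects it.

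Both marker scores kept their direction under the alternatives run. With the correlation between genes preset at 0.01 the difference passed the camera threshold for the stem cell markers (-0.22) and the differentiation markers (0.21), and the latter did so with the replicate block as well (0.21). With 1 mouse left out the differences ran from -0.34 to -0.14 and from 0.16 to 0.27, and the threshold was passed by the stem cell markers without MUT replicate 1 (-0.34) and by the differentiation markers without WT replicate 1 (0.27). The score of 10 MAPK target genes (-0.086) passed the threshold with the preset correlation (-0.086), ran from -0.22 to -0.0097 with 1 mouse left out, passing the threshold without MUT replicate 1 (-0.22), and reversed to 0.020 without the 5 genes that are also stem cell markers.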

Differences from the paper's values

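The number of differentially expressed genes at an FDR of 0.1 was 2 in edgeR against the paper's 8. Among the alternatives set before the data were examined, DESeq2 with its defaults gave 9 and the edgeR fit without MUT replicate 3 gave 6, which lie within 1.5 times of the paper's count, and none of the others did. For genes higher in MUT the count was 0 against the paper's 1. DESeq2 and the edgeR fit with the replicate block each gave 1, and the others did not. For genes lower in MUT the count was 2 against the paper's 7. DESeq2 gave 8, and the edgeR fits without a filter and without WT replicate 3 each gave 5, and the others stayed further from the paper's count. The paper's methods name DESeq2.

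The log2 fold changes of 7 genes of S2 Table lay within the paper's standard errors, and their mean normalized counts within 1.5 times of the paper's means. For the V genes among them, which had almost no counts in MUT, a fold change is bounded only by depth. Its closeness to the paper's value is no test there. The adjusted p-values of the 7 genes did not lie within 1.5 times of the paper's. In edgeR with Benjamini-Hochberg adjustment, the adjusted p was 0.897 for *Pax7* against the paper's 0.00348 and 0.897 for *Angptl7* against the paper's 0.0430. It was 0.897 for *Igkv14-111* against the paper's 2.34e-06, 0.0523 for *Ighv3-6* against the paper's 2.41e-06, and 0.00705 for *Igkv4-91* against the paper's 9.78e-06. It was 0.998 for *Ighv1-55* against the paper's 3.63e-05 and 0.897 for *Ighv1-64* against the paper's 0.00172. DESeq2 with its defaults gave values within 1.5 times of the paper's for 6 of these genes, such as 0.00408 for *Pax7*, and not for *Igkv4-91* (1.52e-05). DESeq2 without its Cook's distance filter did so for *Ighv3-6* and *Igkv4-91* (9.61e-06). The replicate block in DESeq2 did so for *Igkv14-111* and *Angptl7*, and the block in edgeR for *Angptl7*. None of the other alternatives set before the data were examined did so for any of these genes.

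The paper states that *Pax7* was differentially expressed, and also reports a rise by RT-qPCR, which was not analysed here. In the main edgeR fit the log2 fold change of *Pax7* was 0.95, and it did not pass the FDR of 0.1. It passed in DESeq2 and, with the replicate block, in edgeR (adjusted p = 0.0794).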

Other observations

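The 2 tests of random V gene use, the choice of *Igha* to stand for the heavy chain constant genes, and the tests of exon length, of GC content and of MAPK targets, and the count of splits for the confidence intervals, the order within same-numbered pairs, the order of samples by V gene counts and the check of the corrections, were chosen only after the result was seen.

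The paper does not discuss where the antibody transcripts come from. The planned list of 14 plasma cell genes scored lower in MUT by a difference of -1.67 (exact two-sided permutation test, p = 0.2). The summed level of *Igkc*, *Jchain* and *Igha*, which antibody-secreting plasma cells express, was 91.8, 388 and 595 CPM in WT replicates 1 to 3 and 15.5, 1.86 and 117.7 CPM in MUT replicates 1 to 3. The counts on all V genes put the 6 samples in the same order as this level (Spearman correlation 1). The exact test over the 720 orders of the samples gave p = 0.00278, also without the 5 V genes of S2 Table. *Igkc* and *Igha* are constant parts of antibody transcripts that also carry a V gene, so this order was largely fixed in advance. The counts on the 5 V genes followed this level less closely (Spearman correlation 0.609, exact test over the 720 orders, p = 0.211). If plasma cell RNA in some WT samples were enough to account for these 5 genes, the WT samples would have the highest levels, and 2 of the 3 WT samples were above every MUT sample, while WT replicate 1, with counts on all 5 genes, was below MUT replicate 3, with none. Within the same-numbered pairs this level, the counts on V genes and the plasma cell score were each lower in MUT in all 3 pairs (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). With the replicate block *Jchain* was lower in MUT in edgeR (log2 fold change -2.86, adjusted p = 0.0257) and in DESeq2 (adjusted p = 0.0703). In DESeq2 with the block *Ighm* (adjusted p = 0.00087) and *Ighg2c* (adjusted p = 0.0386) were lower as well. The pairing check, the mean correlation of same-numbered pairs, was 0.29. *Ighg2c* had 5, 4 and 339 counts in WT replicates 1 to 3 and 0, 0 and 2 in MUT replicates 1 to 3. Its call rests largely on WT replicate 3, and DESeq2 without the block gave it no p-value. The V gene counts as a whole thus followed the amount of antibody RNA, which does not tell which cells it came from. Other genes of the plasma cell list did not all follow. *Mzb1* was lower in every MUT sample, at 7 to 20 counts, and *Derl3* was higher, while *Sdc1* and *Tnfrsf17* overlapped. In MUT replicate 2, with 0 counts of *Igha*, *Sdc1* still had 1618 counts and *Derl3* 428, near their levels elsewhere. These 2 genes therefore cannot follow the amount of antibody RNA, and *Tnfrsf17*, at 8 to 17 counts, decides little. Plasma cells as the source are left open. The amount of antibody RNA alone does not tell why these 5 genes were absent from MUT replicate 3. Of 81 V genes with at least 10 counts in any sample, 51 reached them in 1 sample only, and 5 did so in every WT and no MUT sample, which are the 5 of S2 Table. Whether that number is more than random use of V genes gives was asked in 2 ways, and the 2 answers conflict. The first test was with V genes drawn at random with equal use of all listed V genes, in 10000 draws (mean 0.253). The share with at least 5 such genes was 9.999e-05, with the observed data counted as 1 more draw. That test takes no account of V genes that mice share whatever their genotype. WT replicates 1, 2 and 3 shared 4, 6 and 8 V genes with MUT replicate 3, where it gives 0.644, 1.85 and 1.81. With MUT replicates 1 and 2 they shared 0, where it gives at most 0.264. WT replicates 2 and 3 shared 19 V genes where it gives 5.95, but these have the same genotype. After the result of the first test was seen, a second test was made with V genes drawn at random from the V genes in use. Each gene's number of samples and each sample's number of V genes were kept, in 2000 redrawn tables (mean 4.15). The share with at least 5 such genes, counted in the same way, was 0.388. The second test thus allows for mice that differ in how much antibody RNA they carry, while the first does not. However, the second test keeps 2, 0 and 14 V genes in MUT replicates 1 to 3, against 16, 46 and 45 in WT replicates 1 to 3. It therefore takes the difference between the groups as given and cannot tell whether the genotype caused it. Because it was also designed in view of the first, it does not settle the matter. An effect of genotype is not excluded.

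The mutated allele was carried in a mixed strain background, so genes near *Hras* might differ by strain. Within 20 Mb of *Hras*, 8 of 343 tested genes (2.33%) had an unadjusted p under 0.05, against 539 of 19313 elsewhere (2.79%; Fisher's exact test, p = 0.741), which does not point to an effect of strain background around the locus.

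For the shifts of the marker lists, 4 technical explanations were tested. If one sample with a different cell composition were the cause, leaving it out would remove much of a difference, but at least 65.9% of each remained. If an admixture of later germ cells were the cause, MUT samples would score higher on the spermatocyte and spermatid lists, but 0 MUT samples were above every WT sample on either. The spermatid score was lower in MUT by a difference of -0.50 (exact two-sided permutation test, p = 0.3) and in all 3 same-numbered pairs. The spermatocyte score differed by 0.0048 and was higher in MUT in 2 of the 3 pairs. Every MUT sample was above WT replicates 1 and 2 on it, but below WT replicate 3 (0.25), so the spermatocyte list decides little. With the replicate block 3 of the 6 spermatid genes were called lower in MUT in DESeq2, *Tnp1* (adjusted p = 0.000259), *Prm1* (0.00126) and *Tnp2* (0.00143), and *Tnp1* in edgeR (adjusted p = 0.0794), where the pairing check was 0.29. These lists do not cover differentiating spermatogonia, which *Kit*, *Stra8* and *Sohlh2* of the differentiation list mark, and a larger share of them in the MUT samples was not tested. After the correction for exon length at least 92.1% of each difference remained, and after the correction for GC content at least 94.95%. Neither correction can exclude its cause, because each removed the relation in some samples and raised it in others. The Spearman correlation with exon length went from -0.53 to -0.058 in WT replicate 3, but from 0.047 to -0.25 in MUT replicate 1 and from 0.15 to 0.29 in MUT replicate 3. That with GC content went from 0.16 to -0.089 in MUT replicate 1, but from 0.057 to 0.16 in MUT replicate 3. The camera p of the differentiation markers rose from 0.0552 to 0.0956 and 0.0973 with the 2 corrections. WT replicate 3 stands apart in length, with a Spearman correlation of -0.53 across 10609 genes between its deviation from the other samples and exon length, against values from 0.047 to 0.37 in the other samples. These are across genes, which are not independent replicates. Whether the shift of the marker lists is an effect of the genotype is left open by these tests. A choice of the lists with these samples in view was not tested.

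The paper proposes that *Pax7* may be downstream of MAPK signaling. If MAPK signalling were stronger in MUT, targets of the pathway such as *Spry4*, *Dusp6*, *Etv4* and *Etv5* would be higher. The score of 10 such genes differed by -0.086 between MUT and WT (exact two-sided permutation test, p = 0.4; camera p = 0.347), with 7 genes lower and 3 higher. However, 5 of the 10 genes, the 4 named here among them, are also stem cell markers of Fig 6B, and without these 5 the score reversed to 0.020. Stronger MAPK signalling was not seen with this list, which is not independent of the stem cell markers.

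In the simulated counts with 200 genes changed 1.5-fold, DESeq2 called 132 genes, of which 49 were unchanged, and edgeR called 74, of which 14 were unchanged. The simulation drew from the gene-wise dispersions that edgeR estimated, and other dispersions were not tried.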
